# RhoA within myofibers controls satellite cell microenvironment to allow hypertrophic growth

**DOI:** 10.1016/j.isci.2021.103616

**Published:** 2021-12-11

**Authors:** Chiara Noviello, Kassandra Kobon, Léa Delivry, Thomas Guilbert, Florian Britto, Francis Julienne, Pascal Maire, Voahangy Randrianarison-Huetz, Athanassia Sotiropoulos

**Keywords:** Biological sciences, Cell biology, Stem cells research, Functional aspects of cell biology

## Abstract

Adult skeletal muscle is a plastic tissue that can adapt its size to workload. Here, we show that RhoA within myofibers is needed for overload-induced hypertrophy by controlling satellite cell (SC) fusion to the growing myofibers without affecting protein synthesis. At the molecular level, we demonstrate that RhoA controls in a cell autonomous manner Erk1/2 activation and the expressions of extracellular matrix (ECM) regulators such as *Mmp9/Mmp13/Adam8* and macrophage chemo-attractants such as *Ccl3*/*Cx3cl1.* Their decreased expression in RhoA mutants is associated with ECM and fibrillar collagen disorganization and lower macrophage infiltration. Moreover, matrix metalloproteinases inhibition and macrophage depletion in controls phenocopied the altered growth of RhoA mutants while having no effect in mutants showing that their action is RhoA-dependent. These findings unravel the implication of RhoA within myofibers, in the building of a permissive microenvironment for muscle hypertrophic growth and for SC accretion through ECM remodeling and inflammatory cell recruitment.

## Highlights

• RhoA within myofibers controls SC fusion and muscle hypertrophic growth
• RhoA controls the expression of *Mmp*s and of macrophage chemoattractants (*Ccl3*/*Cx3cl1*)
• RhoA controls ECM remodeling and macrophage recruitment upon hypertrophy
• Mmp inhibition and macrophage depletion phenocopy the blunted growth of RhoA mutant muscles

## Introduction

The skeletal muscle is a highly plastic tissue and among the most abundant in the vertebrate body. The cellular muscle unit is the myofiber that is mainly composed of sarcomeric proteins with contractile properties. Physiological demands such as exercise or functional overload (OV) lead to an increase of muscle mass due to a hypertrophic growth of myofibers. In the adult, the two major mechanisms related to muscle growth and sarcoplasmic volume enlargement are: (1) protein synthesis increase to add new contractile filaments to pre-existing sarcomere units, and (2) the fusion of new nuclei provided by resident muscle stem cells, the satellite cells (SCs). In response to increased workload, SCs exit the quiescent state, proliferate, differentiate and subsequently fuse to growing myofibers (Fukada et al., 2020).

Furthermore, at the cellular level, skeletal muscle tissue homeostasis requires the coordinated function of other cell types present in the muscle itself. During the regenerative process, a network of interactions of SCs with different cell types including endothelial cells, fibro/adipogenic progenitors (FAPs), and macrophages orchestrates muscle regeneration (Mashinchian et al., 2018; Wosczyna et al., 2019). Indeed, macrophages play various sequential roles during skeletal muscle regeneration (reviewed in Chazaud, 2020). In the early stages of injury, pro-inflammatory macrophages stimulate SC proliferation and, later on, after their conversion into anti-inflammatory macrophages, they support SC differentiation and fusion into myofibers. However, the contribution of muscle resident cells other than SCs and myofibers to muscle hypertrophy and the role of muscle microenvironment remain poorly studied so far.

In addition, modifications of muscle tissue microenvironment, such as ECM remodeling, occurring upon increased workload have not been fully explored. The major roles of ECM are: (1) to create tissue scaffold for vessels and nerves; (2) to contribute to the force transmission through the passive elastic response of muscle; and (3) to regulate dynamic cell functions through ECM-embedded molecules such as growth factors. In addition, ECM provides a structural support to the integrity of SC niche, physically separating the stem cell pool from other tissue resident cells, and can thus play an important role in SC accretion during hypertrophy. Among the proteins mostly present in ECM are Collagens, Fibronectin (Fn1), and TenascinC (Tnc-C) that are crucial components of SC niche regulating their self-renewal (Bentzinger et al., 2013; Urciuolo et al., 2013) and their regenerative potential (Tierney et al., 2016).

The major enzymes responsible for the physiological breakdown of ECM are matrix metalloproteinases (Mmps). One of the best characterized Mmp in SCs and muscle tissue is Mmp9 (Chenette et al., 2016; Rayagiri et al., 2018). *Mmp9* deletion is deleterious to muscle mass (Mehan et al., 2011) while its constitutive muscle-specific over-expression promotes growth (Dahiya et al., 2011), supporting the notion that a precise regulation of muscle ECM is necessary during periods of adaptation to ensure optimal muscle growth. Nevertheless, how ECM is remodeled and regulated upon increased workload remains unclear.

Ras homolog family member A (RhoA) is a small GTPase protein that oscillates between GTP bound and GDP bound states, regulating a wide spectrum of cellular functions. RhoA controls contractility, actin polymerization, and actin cytoskeleton organization. RhoA is an important player of mechanotransduction that translates physical forces into biochemical signaling pathways and transmits the signal in the nucleus, activating specific transcription factors (Burridge et al., 2019; Lessey et al., 2012). Among them, serum response factor (Srf) activity is regulated by RhoA through the control of actin dynamics (Sotiropoulos at al, 1999). In muscle tissue, mRNA and protein expressions of RhoA have been shown to increase upon chronic functional OV and hypertrophy-stimulating resistance training in rats and humans, respectively (McClung et al., 2003). *In vitro*, cyclic stretch activated RhoA in cultured myotubes (Zhang et al., 2007). However, the functional role of RhoA in skeletal muscle physiology and in muscle mass regulation has not been investigated.

In this study, we assessed the role played by RhoA within myofibers during skeletal muscle hypertrophy by inducing compensatory hypertrophy of *plantaris* muscles harboring a conditional and inducible deletion of *RhoA* in myofibers. We showed compromised hypertrophic growth in the absence of RhoA. The impaired growth was not associated with a protein synthesis defect but rather with altered SC function and fusion to the growing myofibers. We showed that the most down-regulated genes in OV mutant (Mut) muscles compared to controls (Ctl) are those involved in ECM remodeling, like *Mmp9/13* and *Adam8*. Furthermore, a decreased expression of these genes in Mut is associated with un-degraded ECM proteins and fibrillar collagen disorganization. Inhibition of Mmps activity affected muscle growth by preventing SC recruitment and thus phenocopying RhoA mutants. Finally, we showed that the expression of potent chemo-attracting chemokines (*Cx3Cl1* and *Ccl3*) is reduced in *RhoA*-deleted myofibers upon OV and is associated with diminution of macrophage infiltration which functional necessity was demonstrated by depletion experiments.

Altogether our data highlighted a new role of RhoA within myofibers in the regulation of muscle microenvironment upon OV. By modulating ECM remodeling and inflammation, RhoA may allow the constitution of a correct SC niche that will affect SC behavior and thus permits the correct hypertrophic growth.

## Results

### RhoA is required in myofibers for OV-induced hypertrophy

In order to investigate the signaling pathways functionally involved in the control of adult skeletal muscle growth in response to increased load, we performed a transcriptomic study of genes expressed in *plantaris* muscles at the basal state (Sham Operated, SO) and 1 week after OV-induced hypertrophy (OV 1wk). We identified genes differentially expressed before and after OV (fold change >1.2 and pvalue <0.05). Analysis of the canonical pathways using ingenuity pathway analysis (IPA) pointed out RhoA signaling among the first 10 pathways ranked by their significance with predicted activation (*Z* score>2) (Table S1). We thus hypothesized that RhoA signaling could have a crucial role during skeletal muscle hypertrophy.

To examine the contribution of RhoA during muscle hypertrophic growth, we generated a mouse model in which *RhoA* is deleted in a specific and inducible manner only in the adult myofiber compartment by injecting tamoxifen (Tmx) to *HSA-Cre*^*ERT2*^*:Rho*^*flox/flox*^ mice (referred to as mutant) and performed OV-induced hypertrophy of the *plantaris* muscle (Figure 1A). At the steady state (SO), a significant 60% RhoA loss was achieved at the protein and transcript levels in different muscles including *gastrocnemius, tibialis anterior*, and *plantaris* (Figures 1B and 1C). Because different cell types are present in the muscles and myofiber myonuclei represent roughly 50% of the total nuclei (Dos Santos et al., 2020), we checked the expression of *RhoA* transcripts in isolated control (Ctl) and mutant (Mut) *plantaris* single myofibers. We showed an efficient 85% mRNA decrease upon Tmx treatment (Figure 1D, SO condition). No difference of muscle weight of myofiber mean cross -section area (CSA) and of myofiber size distribution was observed before hypertrophy between Ctl and Mut *plantaris* (Figures 1E, 1F, 1G, and S1A left panel, SO condition). Following OV, *RhoA* expression increased at the onset of the hypertrophy process (1wk after surgery) in muscle tissue and isolated myofibers (Figure 1D) in agreement with the increased *RhoA* expression observed in overloaded rat muscles (McClung et al., 2003). Three weeks after OV, *plantaris* muscle mass and mean CSA were increased in Ctl as compared to unloaded muscles (SO Ctl). However, the extent of hypertrophic growth was lower in Mut *plantaris* muscles (Figure 1F), mean CSA of overloaded mutant myofibers was significantly smaller compared to the control myofibers (Figure 1G) and, concerning their size, there was a shift toward smaller myofibers upon OV in Mut (Figure S1A right panel, OV condition). Mut *plantaris* muscles displayed a 15% increase in muscle weight (after 3 wk OV) instead of 30% in Ctl and no significant increase of their CSA (Figures 1E, 1F, and 1G). Following hypertrophy, myofiber type distribution was similar between Ctl and Mut suggesting that the smaller CSA of Mut myofibers observed upon OV was not due to changes in myofiber typology (Figure S1B). In addition, the increase in muscle mass was mainly caused by myofiber hypertrophy as the total number of myofibers did not vary after OV (Figure 1H). These data show that RhoA in the myofibers is necessary for optimal myofiber OV-induced hypertrophy and that its absence causes muscle growth defect.

**Figure 1:**
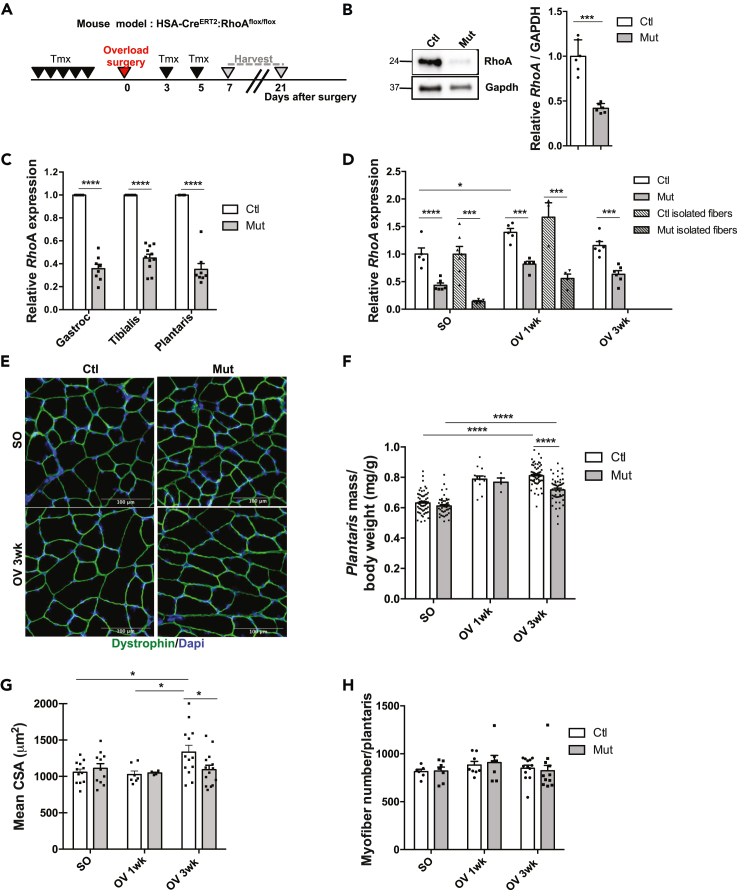
RhoA loss within myofibers impairs overload-induced hypertrophy (A) RhoA mutant (Mut) mice were injected with Tmx 1 week (wk) before OV procedure. *Plantaris* muscles were isolated 1 and 3 wk after surgery. (B) RhoA protein was analyzed by Western blot in Ctl and Mut *plantaris* muscles. Gapdh was used as a loading control. (C) Analysis of *RhoA* mRNA expression by RT-qPCR in Ctl and Mut *gastrocnemius, tibialis anterior* and *plantaris* muscles. Data were normalized by *Hmbs* expression and relative to Ctl (n = 6–11). (D) Analysis of *RhoA* mRNA expression by RT-qPCR in Ctl and Mut *plantaris* muscles or isolated myofibers before (SO) and after 1 and 3wk OV. Data were normalized by *Hmbs* expression and relative to Ctl SO (n = 3–7). (E)*Plantaris* sections immunostained for Dystrophin (green) and nuclear staining with DAPI for Ctl and Mut before (SO) and after 3 wk OV. Scale bar 100 μm. (F) Ratio of *plantaris* mass (mg) to body weight (g) before (SO) and after 1 and 3 wk OV in Ctl and Mut (n = 5–20). (G) Mean CSA (μm^2^) before (SO) and after 1 and 3 wk OV in Ctl and Mut (n = 6–14). (H) Mean myofiber number before (SO) and after 1 and 3 wk OV in Ctl and Mut. Data are mean ± SEM. ∗p value<0.05, ∗∗∗p value<0.001, ∗∗∗∗p value<0.0001. See also Figure S1.

### RhoA is dispensable for protein synthesis control upon hypertrophy

Hypertrophic growth is associated with an increase of protein synthesis and a decrease of protein degradation at the onset of compensatory hypertrophy procedure. Akt signaling plays a central role in this control by activating mTOR pathway and reducing FoxO-mediated atrogenes transcription (Sandri et al., 2004). So, we first tested whether the impaired OV-induced hypertrophy of Mut *plantaris* muscles could be attributed to impaired global protein synthesis. The rate of total protein synthesis was measured *in vivo* using the SUrface SEnsing of Translation (SUnSET) technique that relies on the incorporation of puromycin in newly translated proteins. By Western blot, we showed a similar augmentation of proteins that incorporated puromycin (normalized by the protein total amount) in both Ctl and Mut muscles 1wk following OV, which came back to SO levels after 3wk, with no significant difference between the two groups (Figure S2A). We then analyzed Akt and p70S6K signaling and we observed no difference in Akt and p70S6K phosphorylations between Ctl and Mut, with a 6-fold and 2.5-fold increase upon OV respectively (Figure S2B). These findings suggest that the signaling pathways leading to the activation of protein synthesis are not affected by *RhoA* deletion. However, these experimental approaches do not permit to monitor the absolute level of translation per myofiber that depends on the signaling activating translation and on other parameters such as the amount of mRNA available. To assess this parameter, we performed, on muscle sections, immunostaining for phosphorylated S6 protein that is used as an indicator of PI3k/Akt/mTOR pathway and indirectly protein synthesis. The quantification of pS6 signal intensity (at 1wk after OV) per myofiber showed a trend toward a decrease in the Mut as compared to the Ctl (Figure S2D). We cannot exclude that this tendency to a decreased absolute protein synthesis may participate to the altered hypertrophic growth of RhoA mutants.

By phosphorylating FoxO transcription factors, Akt activation prevents their nuclear localization and the transcription of their target genes, among which are the atrogenes encoding MuRF1 and MAFbx ubiquitin ligases. In line with the activation of Akt, *MuRF1* and *MAFbx* expressions decreased in a similar manner in Ctl and Mut *plantaris* 1wk after OV and came back to basal levels after 3wk (Figure S2C). Altogether, these data suggest that the deletion of RhoA in the myofibers does not affect protein synthesis and degradation pathways upon OV-induced hypertrophy.

### Loss of RhoA in myofibers impairs SC behaviors and in particular their fusion

In addition to the increase of protein content, muscle compensatory hypertrophy relies on the accretion of new nuclei through the mobilization of SCs. We hypothesized that RhoA in the myofibers may control the behavior of SCs under OV-induced hypertrophic conditions. We investigated whether RhoA loss in myofibers altered the number of SCs, expressing Pax7 and RhoA. Before OV, Pax7^+^ SC number was identical between Ctl and Mut (Figure 2A, SO). One week after OV, there was a significant increase in Pax7^+^ SCs in both genotypes, but the number of SCs was slightly lower in Mut muscles. We further assessed the proliferative potential of SCs by determining the number of SCs that entered S-Phase (*in vivo* EdU injection 24 hr and 4hr prior the end of the experiment – Pax7^+^EdU^+^ cells) and showed that the number of Pax7^+^EdU^+^ proliferating SCs is slightly reduced in the Mut muscles. However, the proportion of proliferating SCs (Pax7^+^EdU^+^/Pax7^+^ cells) was not significantly affected (Figures 2B and 2C). Overall, following an increased load, RhoA in myofibers may slightly affect the proliferative and/or the activation potential of SCs.

**Figure 2:**
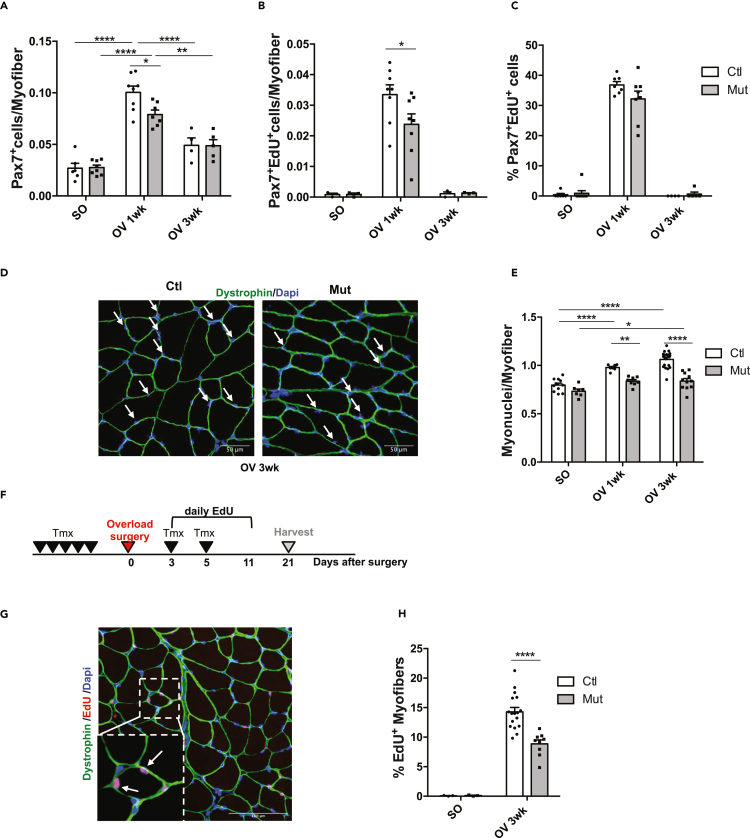
RhoA loss within myofibers impairs SC fusion (A)Number of Pax7^+^ cells per myofiber (n = 4–8) (A). (B) Number of Pax7+EdU + cells per myofiber (n = 3–8). (C) Percentage of Pax7+EdU + among Pax7+ cells (n = 4–8) in Ctl and Mut plantaris sections before (SO) and after 1 and 3wk OV. (D) Plantaris sections immunostained for Dystrophin (green) and nuclear staining with DAPI for Ctl and Mut after 3wk of OV. White arrows indicate myonuclei within Dystrophin + sarcolemma. Scale bar 50 μm. (E) Number of myonuclei within sarcolemma per myofiber before (SO) and after 1 and 3wk OV (n = 7–19). (F) Ctl and Mut mice were injected daily with EdU from day 3–11 after OV. Plantaris were isolated after 3 wk OV. (G) Representative image of Plantaris Ctl section immunostained for Dystrophin (green), EdU (red) and nuclear staining with DAPI after 3wk OV. Fusion was scored as an EdU+ nucleus within a Dystrophin+ myofiber as depicted by the arrows. Scale bar 100 μm. (H) Percentage of EdU + myofibers in Ctl and Mut plantaris sections before (SO) and after 3wk OV (n = 9–14). Data are mean ± SEM. ∗p value<0.05, ∗∗p value<0.01, ∗∗∗∗p value<0.0001. See also Figure S3.

We next investigated whether *RhoA* deletion in the myofiber could affect SCs myogenic differentiation potential and their fusion to the Mut myofibers. Upon OV, *Myogenin* transcript levels did not differ between Ctl and Mut *plantaris*, with a sharp increase 1wk after OV that came back to SO levels after 3wk (Figure S3). Thus, the loss of RhoA within myofibers did not affect the engagement of SCs in myogenic differentiation. Then, the fusion potential of SCs to the growing myofibers was assessed by counting the number of myonuclei within the dystrophin-labeled myofiber sarcolemma (Figure 2D). The number of myonuclei per myofiber was similar before OV between Ctl and Mut and significantly increased 1 and 3 wk after OV in Ctl and to a lesser extend in Mut muscles 3 wk after OV (Figure 2E). Importantly, in Mut *plantaris*, the number of myonuclei was significantly decreased as compared to Ctl 1 and 3 wk after OV (Figure 2E).

To further assert the impaired fusion capacities of SCs to the Mut myofibers *in vivo*, we chronically injected mice subjected to compensatory hypertrophy with EdU and we tracked EdU^+^ nuclei incorporated into growing myofibers (Figures 2F and 2G). This experiment was designed to track the newly fused myonuclei that are derived from cycling SC (as myofibers are postmitotic). Only the nuclei inside the dystrophin-stained sarcolemma were considered and counted (Figure 2G). Three weeks after OV, the percentage of myofibers harboring EdU+ myonuclei was significantly reduced in Mut compared to Ctl (Figure 2H). These data suggest that within myofibers RhoA is needed for an efficient mobilization of SCs during hypertrophy by controlling their number and their recruitment to the growing myofibers. The altered behavior of SCs in absence of RhoA could account, at least in part, for the impaired growth observed in mutant.

### RhoA control of SC behaviors is environment dependent

To investigate whether the altered behaviors of SCs, especially cell fusion, in *RhoA*-deleted muscles subjected to OV are cell autonomous and unrelated to the local environment and/or mechanical stimuli, we set up an *in vitro* assay. This assay was designed to assess whether the absence of RhoA within myotubes (Adeno-Cre-mCherry transduced *RhoA*^*flox/flox*^ myotubes) affects their fusion with RhoA-expressing mononucleated myocytes (expressing GFP) (Figures S4A and S4C). We observed that the lack of *RhoA* expression in myotubes (Figure S4B) did not alter the ability of myocytes to fuse to myotubes *in vitro* (dual-labeling) (Figure S4D). These data suggest that the defect on SC recruitment to *RhoA* mutant myofibers observed *in vivo* relies on muscle environment linked to the *in vivo* OV context, conditions that cannot be reproduced *in vitro*. This highlights the importance of RhoA *in vivo* context under mechanical cues and of *in vivo* microenvironment in the control of muscle compensatory growth. To further analyze how RhoA in the myofibers may control hypertrophic growth, we focused on *in vivo* studies.

### Mmps and chemokines expression is affected in absence of RhoA within myofibers

In order to decipher the molecular mechanisms underlying the growth defects of *RhoA*-deleted myofibers, we performed a genome-wide microarray analysis of gene expression from Ctl and Mut *plantaris* muscles, before and 1wk after OV procedure. Gene expression profiling evidenced that a massive change occurred in muscles upon increased load, with more than 6000 genes up- and down-regulated in Ctl and in Mut muscles (SO vs OV 1wk; fold change>1.2; pvalue<0.05). Upon OV, 569 genes were differentially expressed between Ctl and Mut *plantaris* (Figure 3A). Among the 233 down-regulated genes in OV Mut muscles as compared to Ctl, we focused our attention on genes up-regulated in Ctl after hypertrophy (and to a lesser extend in mutants) (Figure 3B, highlighted by a red box). The 30 most differentially expressed genes of this category (Mut OV vs Ctl OV) are shown in Figure 3C. Among them, we identified genes encoding proteins involved in ECM remodeling, such as *Mmp9* gelatinase, *Mmp13* collagenase, and *Adam8* metalloproteinase, and important chemokines such as *Cx3cl1* and *Ccl3* (Figure 3C). We confirmed by RT-qPCR that these genes were strongly and transiently expressed upon OV in Ctl while their expression was significantly reduced in Mut (Figure 3D).

**Figure 3:**
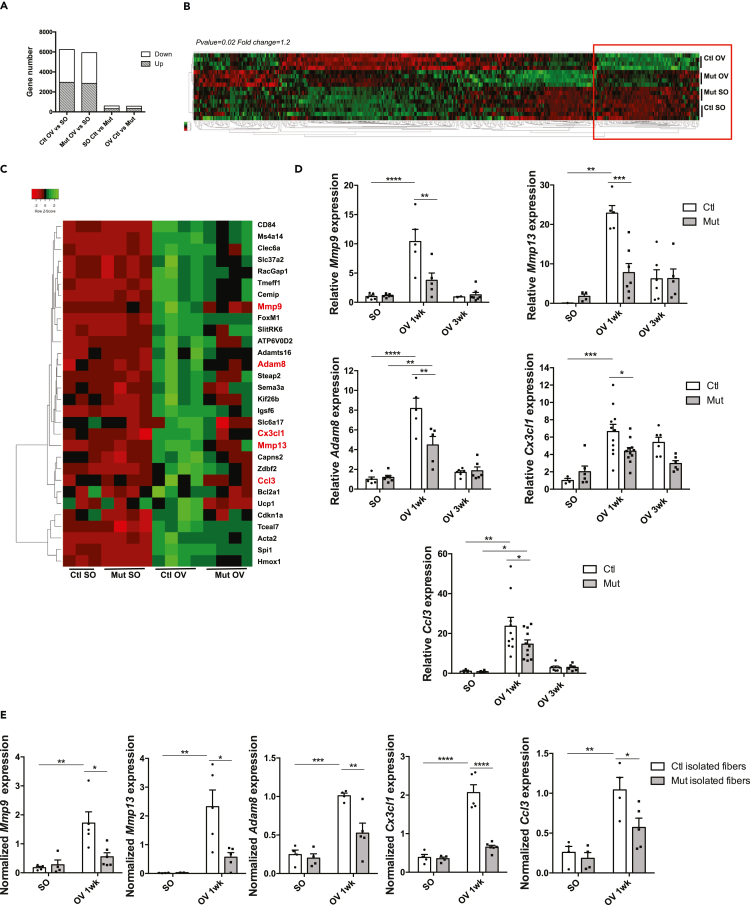
Transcriptomic analysis of control and RhoA mutant overloaded *plantaris* muscles (A) Affymetrix analysis has been performed from RNA extracted from Ctl and Mut *plantaris* before (SO) and after 1 wk OV. Number of genes differentially expressed (fold change>1.2; p value<0.05) depending on the condition SO/OV and on the RhoA expression Ctl/Mut. (B) Heatmap representing up- and down-regulated genes between Ctl and Mut *plantaris* before and after 1wk OV. Genes whose expressions increased upon OV in Ctl are highlighted with a red box. (C) Close-up on the top 30 differentially expressed genes between Ctl OV and Mut OV. (D) Analysis of *Mmp9*, *Mmp13*, *Adam8*, *Ccl3* and *Cx3Cl1* mRNA expression by RT-qPCR in Ctl and Mut *plantaris* before (SO) and after 1 and 3wk OV (n = 3–10). Data were normalized by *Hmbs* expression. (E) Analysis of *Mmp9*, *Mmp13*, *Adam8*, *Ccl3*, and *Cx3Cl1* mRNA expression by RT-qPCR in Ctl and Mut isolated myofibers from *plantaris* muscles before (SO) and after 1 week OV (n = 4–6). Data were normalized by *Hmbs* expression. Data are mean ± SEM. ∗p value<0.05, ∗∗p value<0.01, ∗∗∗p value<0.001, ∗∗∗∗p value<0.0001. See also Table S4.

To determine whether the altered expression of these genes could be linked to the absence of RhoA in myofibers or to other cell types expressing RhoA present in the muscle, we isolated single myofibers from Ctl and Mut *plantaris* before and following OV. In line with the data on bulk RNA, we showed that expression levels of *Mmp9, Mmp13, Adam8, Cx3Cl1*, and *Ccl3* genes were strongly increased in Ctl single myofibers following OV and were significantly diminished in Mut (Figure 3E).

Moreover, we performed a transcriptomic analysis of gene differentially expressed between *RhoA*^*flox/flox*^ myotubes expressing (Ad-mCherry transduced) or not RhoA (Ad-Cre-mCherry transduced). 

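*RhoA* mRNA was lower in the Ad-Cre-mCherry transduced myotubes, in which Cre removes the floxed exon 3, than in the Ad-mCherry transduced myotubes. Its level on the log2 scale was 11.26 ± 0.16 (SD, n = 4 arrays) with Ad-mCherry and 10.49 ± 0.45 (SD, n = 4 arrays) with Ad-Cre-mCherry. The log2 fold change was -0.77 (standard error 0.23, 95% confidence interval -1.29 to -0.24). The arrays of replicates 1 to 4 read 11.16, 11.39, 11.08 and 11.39 with Ad-mCherry and 9.99, 10.87, 10.87 and 10.23 with Ad-Cre-mCherry, so every Ad-Cre-mCherry value lay below every Ad-mCherry value (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). After adjustment over all genes, limma gave *RhoA* an adjusted p of 0.729. *RhoA* passed the thresholds of Figure S4E, an unadjusted p under 0.05 and a fold change of at least 1.2, with all 8 arrays and in 11 of 12 settings that leave out 1 array or 1 pair of arrays, but not without replicate 4, where its log2 fold change was -0.63. The array summarises probes along the transcript and their positions relative to exon 3 are not given in the sources used here, so part of the *RhoA* signal can come from transcript that lacks this exon. How far the deletion went in each culture was not measured here. The paper gives *RhoA* by RT-qPCR in its Figure S4B.

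**Figure D1:**
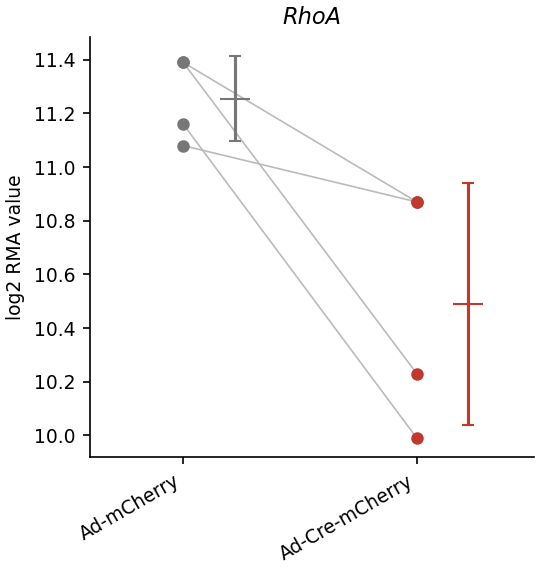
*RhoA* level (log2 RMA value, vertical axis) on each array of Ad-mCherry (grey) and Ad-Cre-mCherry (red) transduced myotubes. Each point is 1 array, lines join arrays with the same replicate number, and horizontal bars with error bars give mean ± SD of 4 arrays, with all Ad-Cre-mCherry points at or below 10.87 and all Ad-mCherry points at or above 11.08.

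The cells were primary myoblasts sorted by FACS from hindlimb muscles of *RhoA* flox/flox mice with the Pax7-nGFP reporter, which marks satellite cells by nuclear GFP. Myotubes were transduced after 3 days of differentiation at a multiplicity of infection of 100. They were harvested 2 days later according to the paper, given as 48 h in the submitters' labels. Both viruses carry the red fluorescent protein mCherry and only Ad-Cre-mCherry carries Cre, so the groups differ in Cre itself as well as in *RhoA*. The labels give 4 replicates per group and the paper states 3 independent cultures per group. Which 3 were meant is not given in the sources used here, and all 8 arrays were kept. Over all 8, Tukey biweight means, a robust average, gave 46 of 50 fold changes of Tables S2 and S3 within 0.015 of the paper's. An unpaired test with equal variances gave 42 of their 50 p values within 0.001. These matches, found after the tables were seen, point to all 8 arrays as the source of the tables' myotube values. From 25 ng of RNA, cDNA was made by whole-transcript amplification and 3.6 µg of it was fragmented for hybridization. The authors normalized the arrays with the Robust Multi-array Average (RMA), which gives log2 values. The paper names Mouse Gene 2.0-ST arrays, whereas the row identifiers are those of another Affymetrix mouse design. Of 22206 rows, 19572 have 1 gene symbol and 2634 are unnamed here, and the brightest row was taken for each of 19505 genes. Genes were compared with limma, with Benjamini-Hochberg adjustment over all genes. Groups of genes were compared with limma's camera. It sets the t statistics of a list, fold changes over their standard errors, against those of all other genes. Its direction can differ from the sign of a median fold change. Adjustment was over 26 lists. These were fixed before the arrays were examined, but after Tables S2 and S3 had been seen. A fit that adds the replicate number as a block is given where it changes a call or moves a count by over 1.5 times. Where 1 array alone is left out, the array with the same replicate number stays. Differences between replicate numbers then enter the values of that setting. The number of arrays limits the precision of every value.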

There was very little overlap between the genes differentially expressed in myotubes in culture expressing or not RhoA and the genes differentially expressed in Ctl and Mut OV *plantaris* muscles (Mut OV 1wk vs Ctl OV 1wk) (41 genes) or Ctl and Mut SO muscles (43 genes). 

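Among the genes with the largest differences upward in Ad-Cre-mCherry transduced myotubes were *Hmox1*, which encodes the stress-induced heme oxygenase 1, *Krt18*, a keratin, and *Thrsp*, a regulator of lipid synthesis. *Hmox1* was 8.13 ± 0.45 (SD, n = 4 arrays) with Ad-mCherry and 9.81 ± 0.33 (SD, n = 4) with Ad-Cre-mCherry, a log2 fold change of 1.68 (standard error 0.26). Downward, *Sorbs2*, an adaptor protein of the Z-disc, went from 13.06 ± 0.57 to 11.14 ± 0.94 (SD, n = 4 each), a log2 fold change of -1.92 (standard error 0.46), and *Ogn*, the matrix protein osteoglycin, from 14.41 ± 0.88 to 12.43 ± 0.65 (SD, n = 4 each), a log2 fold change of -1.98 (standard error 0.46). Of 19505 genes, 1252 passed the thresholds of Figure S4E, 569 higher and 683 lower with Ad-Cre-mCherry. The number of genes at an adjusted p under 0.05 was 0 in limma (smallest adjusted p 0.680), with 1252 at an unadjusted p under 0.05. Gene-wise tests without limma's shared variance gave 0 with equal variances, with 1198 at an unadjusted p under 0.05, and 0 with unequal variances, with 955. With the replicate number as a block, 63 genes changed at an adjusted p under 0.05 in limma (20 up, 43 down, smallest adjusted p 0.0314) and 2875 passed the thresholds of the study (1276 up, 1599 down). Of the 63, 47 also passed these thresholds without the block. The 63 became 45, 0, 0 and 14 when pair 1, 2, 3 or 4 of arrays was left out, and the 1252 became 775 without replicate 1 and 694 without replicate 2. The 4 values of each group did not overlap in 732 genes, 3.75% of all, where chance gives 2.86%, or 557 genes, if all 8 arrays are taken as independent. 

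The 10 named genes with the largest fold change upward among those past the thresholds of the study and without overlap all missed the adjusted threshold without the block. In the blocked fit *Slc9a3r1*, a scaffold protein of the plasma membrane (log2 fold change 2.59), *Thrsp* (2.44), *Pacsin1*, an adaptor in endocytosis (2.36), *Krt18* (2.24), *Gipc2*, a PDZ domain protein (2.17), and *Hmox1* rose, at adjusted p from 0.0314 to 0.0396 in limma. The other 4 were *Ifi30*, a lysosomal thiol reductase (log2 fold change 2.93, adjusted p = 0.0887 with the block in limma), *Gzmm*, a granzyme (2.37, adjusted p = 0.108), *Slc6a8*, the creatine transporter (1.70, adjusted p = 0.0928), and *Nppb*, which encodes brain natriuretic peptide (1.68, adjusted p = 0.125). Downward, *Ogn*, *Sorbs2*, *Mpp5*, a cell polarity protein (log2 fold change -1.87), *Rrad*, a small GTPase of muscle (-1.67), *Lrrk2*, a kinase (-1.61), *Rbm41*, an RNA-binding protein (-1.60), *Manea*, a glycan-processing enzyme (-1.58), and *Pacsin3*, a caveolar protein of muscle (-1.50), fell in the blocked fit at adjusted p from 0.0314 to 0.0474 in limma. *Slf1* (-1.80, adjusted p = 0.0823 with the block) and *Kcnn3*, a potassium channel (-1.60, adjusted p = 0.0762), did not pass it. Across the 12 settings that leave out 1 array or 1 pair, *Gzmm* passed the thresholds of the study in 5, not without replicate 1 or 2, any Ad-mCherry array or Ad-Cre-mCherry replicate 2, *Nppb* in 5, not without replicate 2 or 3, any Ad-mCherry array or Ad-Cre-mCherry replicate 3, *Slc6a8* in 10 (not without replicate 2, log2 fold change 1.73, or Ad-mCherry replicate 4, 1.53), *Kcnn3* in 10 (not without replicate 3, -1.69, or Ad-mCherry replicate 4, -1.43), *Ifi30* in 11 (not without replicate 2, 3.00), and the other 15 in all 12. Without replicate 1 or without Ad-Cre-mCherry replicate 1 the log2 fold change was 1.78 or 1.82 for *Ifi30*, 1.45 or 1.35 for *Gzmm*, 1.06 or 1.01 for *Slc6a8* and 0.97 or 0.94 for *Nppb*, and it was -1.16 for *Slf1* without replicate 1 and -0.98 for *Kcnn3* without Ad-Cre-mCherry replicate 1. Ad-mCherry replicate 4 stood apart from its group in *Krt18*, *Slc6a8* and *Slc9a3r1*, and Ad-mCherry replicate 3 in *Lrrk2*. The *plantaris* arrays were not analysed here, so the intersection itself was not computed.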

The expression of only 25 and 34 genes varied in the same direction (up or down) in the common genes with OV and SO conditions respectively (Figure S4E, Tables S2 and S3). 

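Of the 56 genes of Tables S2 and S3, 50 could be matched to a gene of the myotube arrays, and 49 of these had the sign of the table. *Cep170*, a centrosomal protein, was lower with Ad-Cre-mCherry by the largest fold among them, at -2.60 where the table gives the paper's -2.93. *Akap1*, an anchoring protein of the mitochondrial outer membrane, was 2.37-fold higher (the paper's value is 2.78), *Tprn* 2.44-fold (the paper's 2.75) and the pyrophosphatase *Ppa1* 2.04-fold (the paper's 2.56). *RhoA* itself is in Table S2 and had a fold change of -1.70, against the paper's -1.68. Of the 22 matched genes of Table S2, 16 were higher and 6 lower, all 22 with the sign of the table. Of the 31 of Table S3, 17 were higher and 14 lower, 30 with the sign of the table, and 3 genes are in both tables. The thresholds of the study were passed by 39 of the 50 genes in limma. At an adjusted p under 0.05 over all genes the number was 0, and it was 38 when adjusted over the list alone. With the replicate number as a block, *Cep170* (adjusted p = 0.0495) and *Cog4*, of the Golgi (log2 fold change 1.08, adjusted p = 0.0396), passed over all genes in limma. The study chose these genes on these arrays, so neither their direction nor the count over the list alone is independent evidence of a change. *Ppa1* missed the thresholds of the study without replicate 1 (log2 fold change 0.80) or replicate 2 (0.85).

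**Figure D2:**
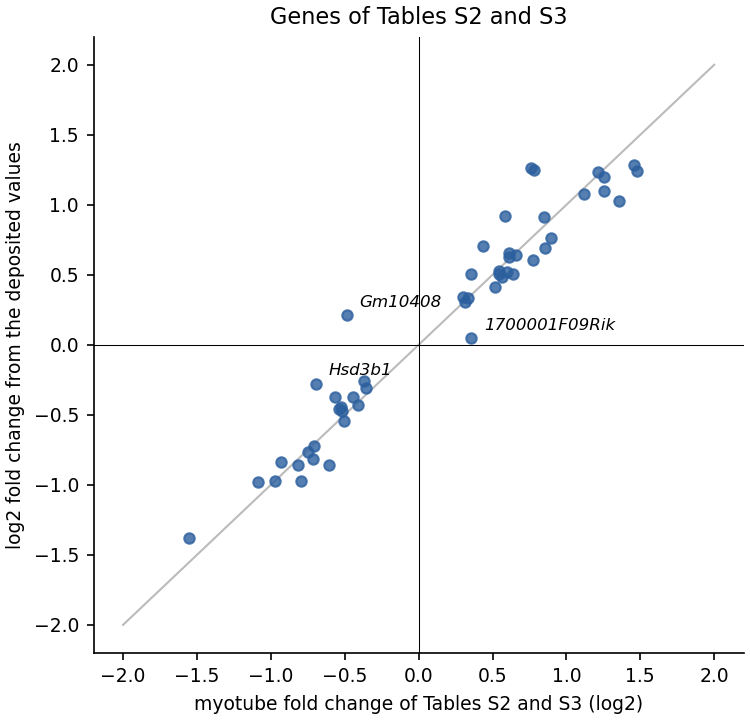
Fold changes of the genes of Tables S2 and S3 in myotubes, on a log2 scale, as the tables give them (horizontal axis) and from the deposited values (vertical axis). Each point is 1 gene of 50, the grey diagonal marks equal values, and the 3 named genes differ from the table by more than the spread between arrays or, for *Gm10408*, in sign. The tables mark *1700001F09Rik* and *Gm10408* as including other genes.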

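*Mmp9* and *Mmp13*, which encode secreted matrix metalloproteinases, *Adam8*, a membrane-bound metalloproteinase, and *Cx3cl1*, the chemokine fractalkine, did not pass the thresholds of the study in myotubes. *Mmp9* was 2.80 ± 0.13 (SD, n = 4 arrays) with Ad-mCherry and 2.81 ± 0.19 (SD, n = 4) with Ad-Cre-mCherry, a log2 fold change of 0.01 (95% confidence interval -0.36 to 0.37). *Mmp13* was 4.11 ± 0.32 and 4.46 ± 0.29 (SD, n = 4 each), a log2 fold change of 0.35 (-0.15 to 0.84). *Adam8* was 3.11 ± 0.19 and 3.16 ± 0.14 (SD, n = 4 each), a log2 fold change of 0.05 (-0.32 to 0.42). *Cx3cl1* was 3.72 ± 0.37 and 3.65 ± 0.36 (SD, n = 4 each), a log2 fold change of -0.07 (-0.62 to 0.49). Adjusted p from limma over all genes was 0.996 for *Mmp9*, 0.812 for *Mmp13*, 0.970 for *Adam8* and 0.972 for *Cx3cl1*. Two-sided exact permutation tests gave p = 0.971, 0.200, 0.714 and 0.743 in the same order. The mean levels of these genes were low on the arrays, where a change in a dim row could go unseen. *Mmp9* stood at the 1.21 percentile of all genes, *Adam8* at 6.95, *Cx3cl1* at 24.1 and *Mmp13* at 39.8. *Mmp13* passed the thresholds of the study in 1 of the 12 settings that leave out 1 array or 1 pair, without replicate 2, where its log2 fold change was 0.61. The signs of *Mmp9*, *Adam8* and *Cx3cl1* changed with the array left out, over ranges of the log2 fold change of -0.0733 to 0.0833, -0.0267 to 0.14 and -0.21 to 0.11.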

*Mmp9, Mmp13, Adam8*, and *Cx3Cl1* genes were not among them, indicating that their expression was not affected by *RhoA* deletion in basal culture conditions (Figure S4B, Tables S2 and S3). Together, these findings further bring out that the deletion of RhoA in myotubes *in vitro* cannot recapitulate the *in vivo* setting both at basal state and following hypertrophy. One parameter that is lacking *in vitro,* as compared to *in vivo*, is the mechanical load applied to the cultured myotubes that could be associated with low RhoA activity. Indeed it has been shown that stretch can activate RhoA in myotubes (Zhang et al., 2007). To activate RhoA in standard culture conditions, we treated myotubes with a RhoA activator (Rho Activator II) and we monitored gene expression after 8 hr. Importantly, the expression levels of *Mmp13, Adam8,* and *Cx3Cl1* were significantly increased following RhoA activation (Figure 4C). These observations are in line with the data obtained in isolated single myofibers (Figure 3E). They suggested that at least a part of the impaired expression of these genes *in vivo* can be attributed to the specific absence of RhoA in myofibers and is thus cell autonomous. We hypothesized that the decreased expression of those genes in myofibers upon OV might participate in the incorrect hypertrophic response of mutant muscles.

**Figure 4:**
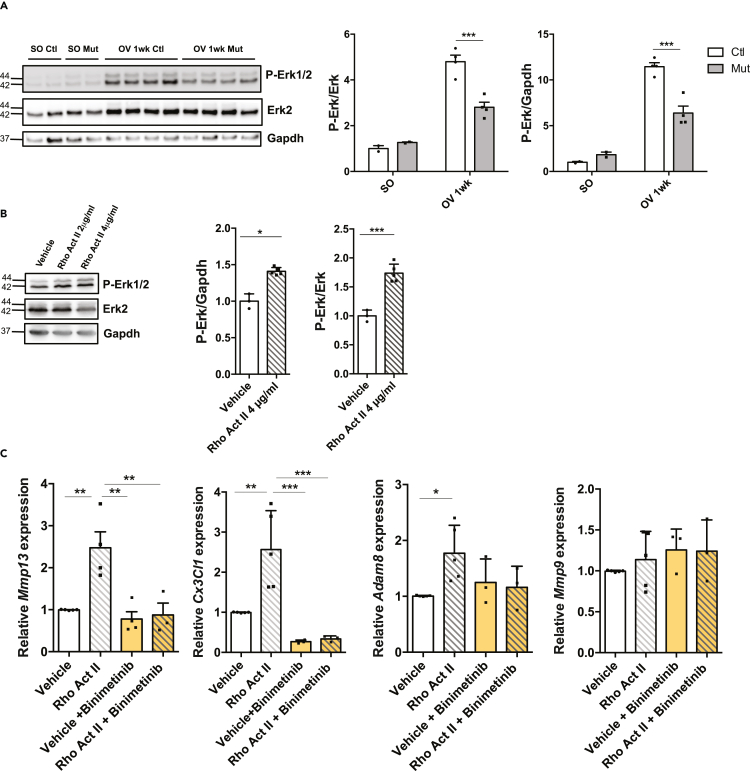
RhoA loss within myofibers impairs Erk1/2 activation upon overload-induced hypertrophy (A) Phosphorylated Erk1/2 and total Erk2 were analyzed by Western blot in Ctl and Mut *plantaris* before (SO) and after 1wk OV (n = 4). Gapdh was used as a loading control. Ratio of the quantification of P-Erk1/2 to Erk1/2 relative to Ctl SO and ratio of the quantification of P-Erk1/2 to Gapdh are shown in the right panels. (B) Phosphorylated Erk1/2 and total Erk2 were analyzed by Western blot in Ctl myotubes treated with Rho Activator II or vehicle for 3 hr (n = 3–5). Gapdh was used as a loading control. Ratio of the quantification of P-Erk1/2 to Erk1/2 and ratio of the quantification of P-Erk1/2 to Gapdh are shown in the right panels. (C) Analysis of *Mmp9*, *Mmp13, Adam8*, and *Cx3Cl1* mRNA expression by RT-qPCR in Ctl myotubes treated with Rho Activator II (4 μg/mL) and/or Erk inhibitor (Binimetenib) for 8hr (n = 3–4). Data were normalized by *Hmbs* expression. Data are mean ± SEM. ∗p value<0.05, ∗∗p value <0.01, ∗∗∗ p value<0.001.

### Pathways impaired by RhoA depletion in overloaded myofibers

To obtain further insights on the pathways that might be impaired by *RhoA* deletion, we focused our attention on the upstream regulators predicted activated or inhibited following OV in Ctl, but not in Mut muscles using IPA analysis (*Z* score>2 or <2, and pvalue<0.05). Several upstream regulators were involved in the remodeling of ECM such as Mmp9 and Tnc-C (Table S4). Mmp9 stood as an interesting molecule because: (1) it is one of the genes whose expression was the most decreased in Mut OV as compared to Ctl OV (Figure 3C), (2) it is among the Upstream Regulator predicted activated only in the Ctl, and (3) it is connected to the predicted activation/inhibition of other several Upstream Regulators such as Mmps substrates Tnc-C, Fgf, Tnf, Cxcl1 and SerpinA4 (Table S4). Mmps are proteolytic enzymes that hydrolyze components of the ECM participating to its remodeling and release many bioactive cytokines and growth factors entrapped in ECM (Page-McCaw et al., 2007). For instance, the release and activation of Tnfα and the matrix-associated growth factor Fgf by Mmp9 have been reported and consistently their activities were predicted to be activated in our IPA analysis (Table S4) (Allen et al., 2003). In the case of SerpinA4, its cleavage by Mmp9 inactivates Serpin and accordingly its activity was predicted to be decreased (*Z* score = −2.17) (Table S4) (Liu et al., 2000).

In addition, several upstream regulators, predicted activated only in Ctl but not in Mut after OV, were associated with inflammation such as IL3, IL17RA and Gm-csf (implicated in the functional activation and survival of macrophages) and chemokines Ccl2, Cxcl1, chemokine receptors CcR1 (Ccl3 receptor) and CcR2 (Ccl2 receptor) participating to macrophage recruitment (Table S4).

Finally, several signaling pathways including Erk1 (Mapk3), Jnk (Mapk8), Stat3, Nfkb (RelA and Sn50 peptide) were predicted activated in Ctl OV *plantaris* and not in Mut OV (Table S4). We thus checked by Western blot their activity (Erk1/2, Stat3, JNK) in OV Ctl and OV Mut muscles. A difference between Ctl and Mut was only observed for Erk1/2 activity. Indeed, the increase of P-Erk1/2 following OV is significantly less in Mut as compared to Ctl muscles (Figure 4A). In order to investigate whether RhoA can activate directly Erk1/2 within myofibers, we treated Ctl myotubes *in vitro* with a Rho activator. Interestingly, a short activation of Rho GTPases (3hr) was sufficient to induce an increase of P-Erk1/2 in a dose-dependent manner (Figure 4B) suggesting that the decrease of P-Erk1/2 observed in the OV Mut muscles could be partially attributed to the lack of RhoA in myofibers. Interestingly, the inhibition of Erk signaling using Binimetinib blunted the increase of *Cxcl3* and *Mmp13* expression induced by RhoA activation in Ctl myotubes (Figure 4C). In contrast to what was observed *in vivo*, no change in *Mmp9*mRNA expression was observed *in vitro* following RhoA activation (Figure 4C) suggesting that *Mmp9* expression may be dependent on *in vivo* microenvironment and that *in vitro* RhoA activation “alone” may not be sufficient.

Altogether, these data suggest that upon hypertrophy, RhoA in the myofibers might affect pathways involving Erk1/2 signaling, ECM remodeling and macrophage recruitment/activity.

### RhoA in myofiber impairs ECM organization and Mmps activity

Based on the transcriptomic and IPA analyses, we hypothesized that ECM remodeling and Mmp activity might be affected by RhoA loss in the growing myofibers. We demonstrated that the global collagen content (quantified by Picrosirius red staining) increased in a similar extent upon OV in both Ctl and Mut muscles (Figure 5A). To further analyze ECM organization, we investigated ECM biophysical aspect by performing second harmonic generation (SHG) imaging that allows the visualization of fibrillar collagen (Figure 5B). We observed that fibrillar collagen appears more tortuous in Mut compared to Ctl 3wk after OV, as shown by the decrease of the ratio of fibrillar collagen Feret’s diameter to length (Figure 5B lower panel). Moreover, it accumulated between the myofibers rather than surrounding them. These data suggest that in hypertrophic conditions RhoA impacts ECM organization in terms of tortuosity and assembly.

**Figure 5:**
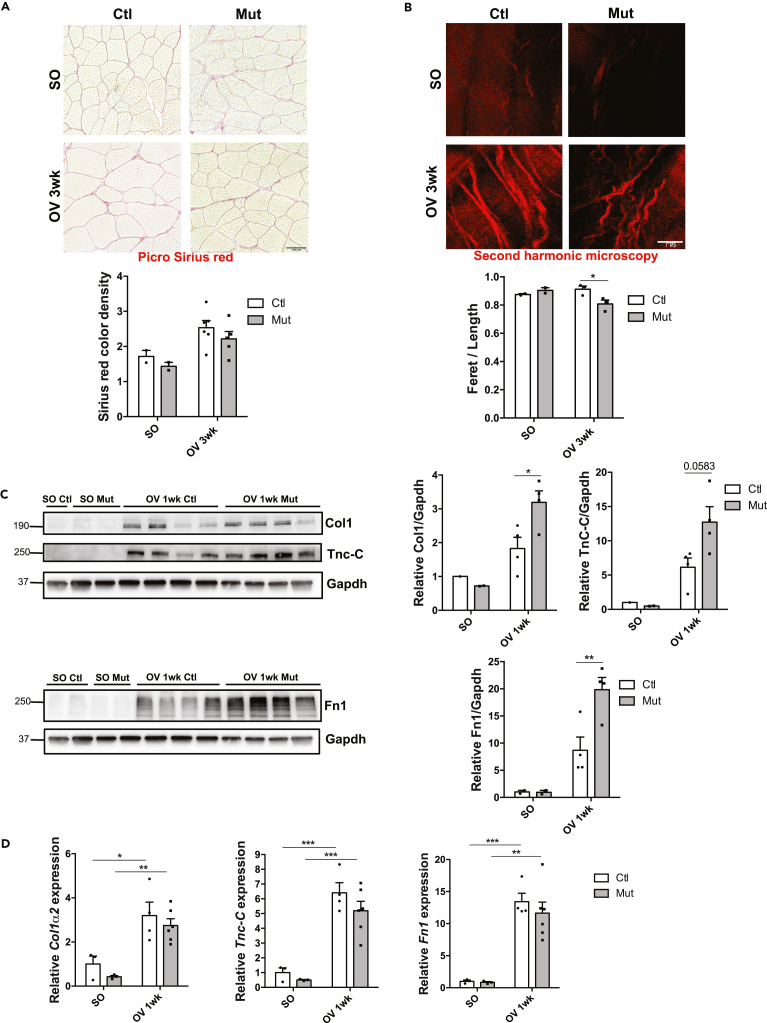
RhoA loss within myofibers impairs ECM organization upon overload-induced hypertrophy (A) Picrosirius red staining of *plantaris* muscle sections from Ctl and Mut mice before (SO) and after 3wk OV. Quantification of color density was performed using CaseViewer and shown in the lower panel (n = 2–5). Scale bar 100 μm. (B) Visualization of fibrillar collagen using second harmonic generation imaging on thick *plantaris* muscle sections from Ctl and Mut before (SO) and after 3 wk OV. Tortuosity quantification (ratio Feret to length of one collagen fiber) from Ctl and Mut before (SO) and after 3 wk OV (n = 3) is shown in the bottom panel. Scale bar 5 μm. (C) Collagen1, Tenascin-C and Fibronectin were analyzed by Western blot in Ctl and Mut *plantaris* before (SO) and after 1 wk OV. Gapdh was used as a loading control (n = 3–4). Ratio of the quantification of Col1, TnC and Fn1 to Gapdh and relative to Ctl SO is shown in the right panel. (D) Analysis of *Col1α2*, *Tnc*, and *Fn1* mRNA expression by RT-qPCR in Ctl and Mut *plantaris* before (SO) and after 1 and 3 wk OV (n = 3–4). Data were normalized by *Hmbs* expression. Data are mean ± SEM. ∗p value<0.05, ∗∗p value<0.01, ∗∗∗p value<0.001, ∗∗∗∗p value<0.0001.

Because Mmps are key proteolytic enzymes that hydrolyze components of the ECM, we next quantified the protein amount of ECM substrates of Mmp9 and Mmp13 such as Collagen1 (Col1, Tnc-C and Fn1 by Western blot (Figure 5C)). We observed that Col1, Tnc-C and Fn1 protein amounts augmented with OV in both Ctl and Mut muscles and that there was a further significant accumulation of these proteins in Mut OV muscles. Interestingly, the sharp increase upon OV in both genotypes was also seen at mRNA level indicating that this may mainly be due to increased transcription of these genes (Figure 5D). Importantly, there was no difference in transcript level between OV Ctl and OV Mut *plantaris* suggesting that the increase in Col1, Tnc-C and Fn1 proteins amounts observed in the Mut might be due to their decreased cleavage by Mmp9 and Mmp13 (Figure 5D).

Thus, we could speculate that in the absence of RhoA, Mmp expression diminution might affect the correct ECM protein hydrolysis and that a wrong ECM rearrangement could impair muscle growth.

### Mmps are functionally involved in compensatory hypertrophy

To get insights on the functional implication of Mmps in the hypertrophic process, we treated Ctl and Mut mice using the broad spectrum Mmp inhibitor GM6001 (targeting Mmp1, 2, 9, 8, 3) and we assessed its effect on compensatory hypertrophy (Figure 6A). One week after OV, Fn1 protein amount, a common substrate of several Mmps, significantly increased only in GM6001-treated muscles, showing the *in vivo* efficacy of the drug (Figure 6B). In addition, to further verify *in vivo* the efficacy of the drug, we measured Mmps gelatinase activity upon OV in muscle sections before and after GM6001 injection using *in situ* zymography (Figure S5) (Yeghiazaryan et al., 2012). As expected, there was an increase of interstitial and nuclear Mmp activity staining in OV muscles as compared to SO. In addition, after GM6001 treatment the intensity of interstitial staining in overloaded muscles decreased (Figure S5) showing the efficacy of the drug. Importantly, *plantaris* muscles of GM6001-treated Ctl mice were less hypertrophied 3wk after OV than muscles of vehicle-injected mice as assessed by their decreased weight, while GM6001 treatment had no effect on RhoA mutant overloaded muscle weights as compared to vehicle-treated muscles (Figure 6C). The lack of effect of GM6001 on Mut muscle hypertrophy supports the fact that Mmps operate downstream RhoA.

**Figure 6:**
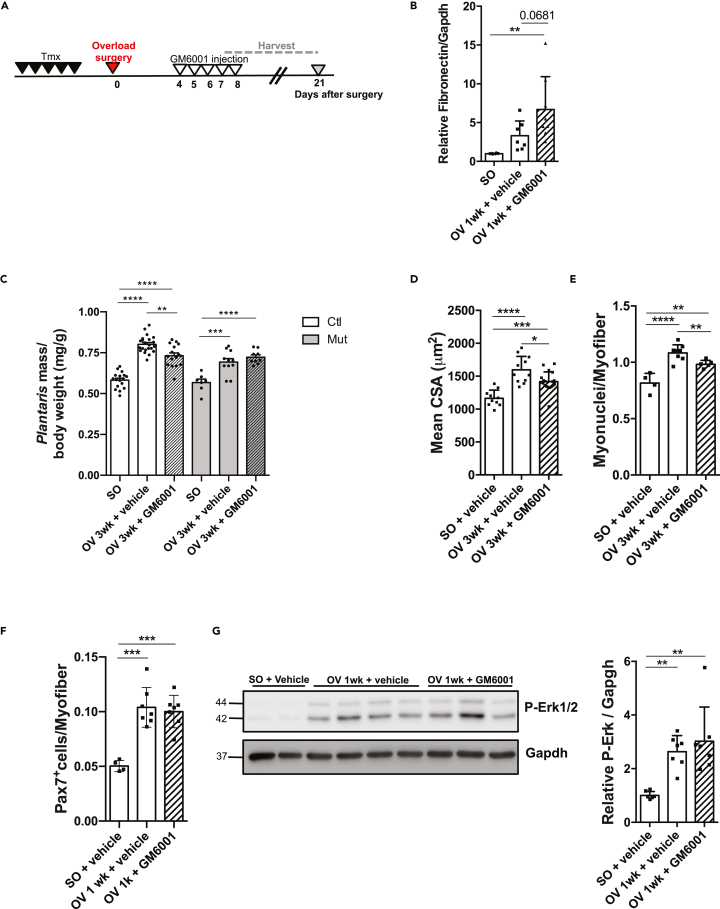
Mmps activity are important for overload-induced hypertrophy (A) Ctl and Mut mice were submitted to OV and injected with Mmp inhibitor (GM6001) or vehicle from day 4–8 after surgery. *Plantaris* muscles were isolated after 1 and 3 wk OV. (B) Fibronectin was analyzed by Western blot in Ctl and Mut *plantaris* before (SO) and after 1wk OV. Gapdh was used as a loading control. Ratio of the quantification of Fn1 to Gapdh relative to Ctl SO is shown (n = 6–8). (C) Ratio of *plantaris* mass (mg) to body weight (g) before (SO) and after 3 wk OV in Ctl and Mut treated or not with GM6001 (n = 7–14). (D) Mean CSA (μm^2^) before (SO) and after 3 wk OV in Ctl treated or not with GM6001 (n = 4–14). (E) Number of myonuclei within sarcolemma per myofiber in *plantaris* sections before (SO) and after 3 wk OV from Ctl treated or not with GM6001 (n = 4–8). (F) Number of Pax7^+^ cells per myofiber in *plantaris* sections before (SO) and after 1 week OV from Ctl treated with GM6001 or vehicle (n = 4–7). (G) Phosphorylated Erk1/2 was analyzed by Western blot in Ctl treated or not with GM6001 before and 1 wk OV. Gapdh was used as a loading control. Ratio of the quantification of P-Erk1/2 to Gapdh is shown in the right panel (n = 3–8). Data are mean ± SEM. ∗p value<0.05, ∗∗p value<0.01, ∗∗∗∗p value<0.0001.

In the case of Ctl *plantaris*, their altered hypertrophic growth following GM6001 treatment was accompanied by a reduction of CSA and of the number of myonuclei per myofiber (Figures 6D and 6E). To clarify whether the reduced fusion was due to SC reduced number, we quantified the number of Pax7+ cells in GM6001-treated Ctl mice and observed no difference with vehicle-treated mice (Figure 6F), suggesting that the inhibition of Mmps from the fourth day of OV affected mainly SC fusion and not their number.

Altogether these results show the important role of Mmps to achieve optimal hypertrophy in response to increased load. As Mmp inhibition in Ctl phenocopied the altered growth and SC fusion observed in RhoA mutant muscles, as Mmp inhibition did not further affect Mut impaired hypertrophic growth and as *Mmp9/13* expression was decreased in RhoA mutants upon OV, our findings suggest that the blunted hypertrophy of *RhoA* deleted muscles may be partially due to a decreased Mmp activity.

Mmp processing can release ECM-tethered growth factors and bioactive cytokines that can indirectly activate different signaling pathways. Therefore, we wondered whether the attenuated activation of Erk1/2 observed in RhoA mutant OV muscles (Figure 4A) could be partially attributed to the diminished Mmp expression/activity. Importantly, GM6001-and vehicle-treated muscles displayed similar levels of P-Erk1/2 upon OV suggesting that the alteration of Erk signaling is not downstream of the Mmps (Figure 6G).

### RhoA in overloaded myofibers impacts macrophage recruitment implicated in muscle growth

In absence of RhoA, we showed a decreased expression of *Ccl3* and *Cx3cl1* by the growing myofibers (Figures 3D and 3E). These two chemokines/chemo-attractants are implicated in inflammation by recruiting and activating macrophages (Zhao et al., 2016; Maurer and von Stebut, 2004). In addition, IPA analysis highlighted several Upstream Regulators activated in OV Ctl linked to the inflammatory response (Table S4). Therefore, we investigated the number of macrophages (F4/80^+^) present in muscle sections following compensatory hypertrophy. One week after OV, there was a 10-fold increase in macrophage number in Ctl muscles that came back almost to SO levels 3wk after OV, showing a transient and strong inflammatory response in the muscle following increased workload (Figure 7A). Strikingly, F4/80^+^ macrophage number was significantly reduced in Mut compared to Ctl 1wk after OV (Figure 7A). This prompted us to hypothesize that RhoA in the myofibers may influence macrophage recruitment (by controlling indirectly *Ccl3* and *Cx3cl1* expression levels) in the muscle tissue following mechanical load increase.

**Figure 7:**
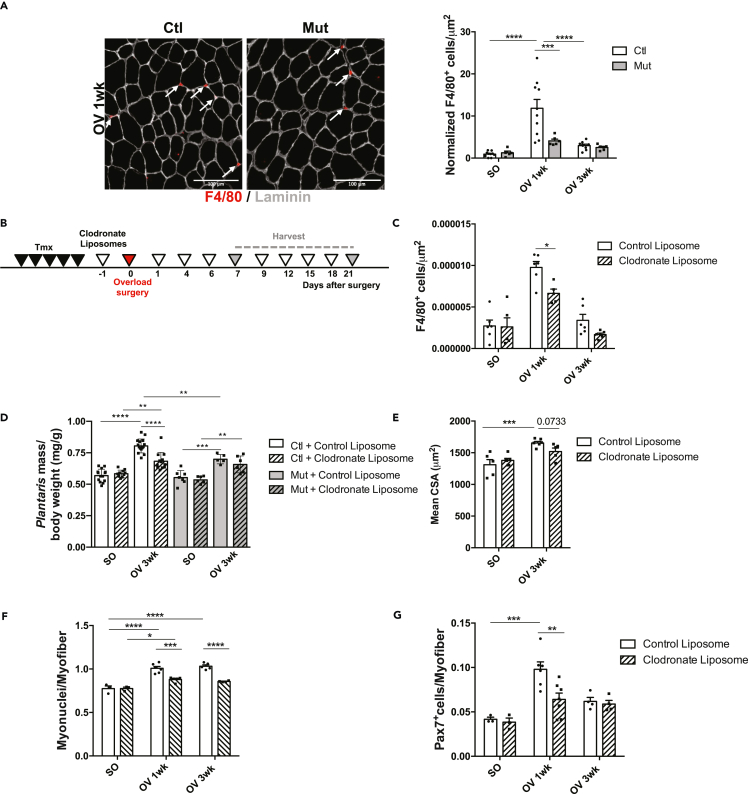
RhoA loss within myofiber impairs macrophage recruitment (A) *Plantaris* sections were immunostained for F4/80 (red), Laminin (gray) and nuclear staining with DAPI for Ctl and Mut after 1 wk OV. White arrows indicated F4/80^+^/DAPI macrophages. Number of macrophages (F4/80^+^) per μm^2^ before (SO) and after 1 and 3wk OV relative to Ctl SO are quantified in the right panel (n = 5–6). Scale bar 100 μm. (B) Ctl and Mut mice were injected with Clodronate-loaded liposomes or control liposomes one day before OV and at day 1, 4, 6, 9, 12, 15, 18 after OV. *Plantaris* muscles were harvested after 1 and 3 wk OV. (C) Number of macrophages (F4/80^+^) per μm^2^ before (SO) and after 1 and 3 wk OV in *plantaris* sections from Ctl treated with Clodronate loaded liposomes or control liposomes (n = 5–6). (D) Ratio of *plantaris* mass (mg) to body weight (g) before (SO) and after 3 wk OV in Ctl and Mut mice treated with Clodronate loaded liposomes or control liposomes (n = 6–10). (E) Mean CSA (μm^2^) before (SO) and after 3 wk OV in Ctl treated Clodronate loaded liposomes or control liposomes (n = 5–6). (F) Number of Pax7^+^ cells per myofiber in *plantaris* sections before (SO) and after 1 and 3 wk OV from Ctl treated with Clodronate loaded liposomes or control liposomes (n = 3–7). (G) Number of myonuclei within sarcolemma per myofiber in *plantaris* sections before (SO) and after 1 and 3 wk OV from Ctl treated with Clodronate loaded liposomes or control liposomes (n = 4–8). Data are mean ± SEM. ∗p value<0.05, ∗∗p value<0.01, ∗∗p value<0.01, ∗∗∗p value<0.001, ∗∗∗∗p value<0.0001. See also Figure S5.

It has been shown that macrophages are very important to ensure the proper regeneration of muscle by controlling SC behaviors such as proliferation and fusion (Chazaud, 2020). To investigate whether macrophages play a functional role during hypertrophy, we depleted the macrophages by intraperitoneally injecting Clodronate liposomes that induce macrophage death in Ctl and RhoA Mut mice (Figure 7B). First, we checked macrophage depletion efficacy in Ctl mice by counting the number of F4/80^+^ macrophages on *plantaris* sections. We observed a 30% and a 50% decrease 1wk and 3wk after OV, respectively (Figure 7C). This partial depletion was sufficient to blunt hypertrophic growth of Ctl *plantaris* muscles 3wk after OV as evidenced by the reduced *plantaris* weight while having no effect on mutants, suggesting that macrophage recruitment upon OV depends on RhoA activity (Figure 7D). We focus our further analyses on Clodronate-treated Ctl mice and we observed that macrophage depletion led to diminished number and fusion of SCs (Figures 7E, 7F, and 7G), suggesting that, in hypertrophic conditions, macrophages modulate SC behavior. These results are reminiscent of those observed in RhoA Mut overloaded muscles, in which SC behaviors are altered (Figure 2). Altogether these data are in agreement with a putative role of RhoA within the myofiber in the control of muscle growth, by favoring the recruitment of macrophages in overloaded muscles.

## Discussion

Taking advantage of a genetic model that allows the deletion of *RhoA* in myofibers and not in SCs, we demonstrated that RhoA is needed for skeletal muscle hypertrophy and for the recruitment of SCs to the growing fibers. We provided evidence for the implication of RhoA within myofibers in the building of a permissive microenvironment for muscle growth and for SC accretion through ECM remodeling and macrophage recruitment. At the molecular level, we propose that in response to increased workload, RhoA controls in a cell autonomous manner Erk1/2 activation and the expression of ECM regulators such as *Mmp9/Mmp13/Adam8* and of macrophage chemo-attractants such as *Ccl3*/*Cx3cl1* (Figure S6).

Hypertrophic growth of skeletal muscle of young mice relies on both the increase of net protein content and the addition of new nuclei in the growing myofibers provided by SCs as both blunting of protein synthesis signaling by rapamycin treatment (Bodine et al., 2001) and of SC fusion (Goh and Millay, 2017; Guerci et al., 2012; Randrianarison-Huetz et al., 2018), impair myofiber growth upon increased load. We showed that in the absence of RhoA, the hypertrophy defect is not accompanied by a major deregulation of protein synthesis/degradation balance nor by a compromised Akt signaling, but mostly by a deficiency of SC behavior and mainly fusion. We propose that upon OV-induced hypertrophy, the altered recruitment of SC to *RhoA* mutant myofibers may be responsible for their impaired growth rather than their slight decrease of SC number (21%). Interestingly, we have previously shown, in a model of a conditional deletion of Srf in myofibers, that the reduced number of SCs observed (35% reduction) was not the limiting step responsible for the lack of hypertrophy of Srf mutant muscles (Guerci et al., 2012). Indeed, the restoration of SC proliferation did not improve SC fusion and was unable to drive muscle hypertrophy. In contrast, the restoration of SC fusion was sufficient to rescue OV-induced growth of Srf mutant muscles without any increase in SC proliferation. These data support the idea that SC fusion is one of the limiting cellular events to achieve a correct muscle hypertrophy.

The contribution of SCs in skeletal muscle hypertrophic growth has been highly debated and one factor that could explain the discrepancies toward the necessity of new myonuclei accretion is the age of the mice, as young mice (less than 4 months old) and not mature mice (more that 4 months old) require SC fusion to support myofiber hypertrophy (Murach et al., 2017, 2021a). Because age dependence was not the main focus of this study, we pointed our attention on 2- to 3-month-old mice. Moreover, the necessity of competent fusing SCs to have the correct muscle hypertrophy in young mice has been clearly demonstrated using genetic mouse models in which SCs are unable to fuse (Prasad and Millay, 2021). For instance, SC deletion of *Myomaker*, a muscle-specific membrane protein necessary for fusion of muscle progenitors, compromised muscle hypertrophic response (Goh and Millay, 2017). In addition, loss of Srf in SCs, a master regulator of F-actin scaffold, impaired OV-induced muscle growth by the absence of SC fusion and restoration of Srf mutant SC fusion capacities was sufficient to rescue muscle hypertrophic growth (Randrianarison-Huetz et al., 2018).

As previously mentioned, in RhoA mutant muscles, global protein neosynthesis (in whole muscle) and Akt/S6K activities were not significantly affected. Accordingly, when *Srf* was deleted in myofibers, Akt signaling (controlling protein translation) increased in a similar manner in control and mutant upon OV, suggesting that the physiological level of Akt activation upon OV was not as such sufficient to support growth independently of SC accretion (Guerci et al., 2012). Interestingly, when Akt was constitutively activated in mutant myofibers through MyrAkt electroporation, myofiber growth was achieved in absence of increased load and of SC accretion (Guerci et al., 2012). Thus, constant supra-physiological level of Akt activity is sufficient to induce growth in Srf mutants and in absence of SC fusion. According to these findings, we favor the following scenario: Upon increased load, the physiological activation levels of Akt and protein synthesis participate in growth, but in the absence of myonuclei accretion they are not sufficient to support growth unless supra-physiologic activation levels of translational activity are reached.

RhoA is an important small GTPase protein regulating contractility, actin cytoskeleton rearrangement, and actin polymerization through its downstream effector Rho-associated coiled-coil protein kinase and mammalian diaphanous protein among many others. Moreover, RhoA activation responds to mechanical stimuli and mechanical force transmitted and mediated by cell-matrix and cell-cell-interaction (Lessey et al., 2012). In cultured C2C12 myotubes, it has been shown that cyclic mechanical stretch increased RhoA activity (Zhang et al., 2007) suggesting that RhoA participates in the mechanical stretch response in myotubes. To identify the molecular mechanisms underlying the lack of hypertrophic growth of *RhoA* mutant myofibers, we compared the data of microarray experiments performed *in vivo* on SO or OV *plantaris* Ctl and Mut muscles and the data of microarrays performed on differentiated myotubes expressing or not RhoA. The intersection sets were very small, suggesting that the pathways regulated by RhoA *in vivo* (before or during OV) are very different from those operating in myotubes cultured in standard static conditions. 

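In the myotubes, genes of the mitochondria were higher as a group with Ad-Cre-mCherry and genes of muscle differentiation were lower. Of 50 measured genes of oxidative phosphorylation, which build the respiratory chain and the ATP synthase, 49 were higher and 1 was lower, with a median log2 fold change of 0.32 (camera, adjusted p = 3.61e-13, and adjusted p = 0.309 with an estimated correlation). Of 56 genes of the mitochondrial ribosome, import and proteostasis, 49 were higher and 7 lower, with a median of 0.41 (camera, adjusted p = 5.60e-11, and adjusted p = 0.213 with an estimated correlation). Of 30 myogenic regulators and fusion genes, 3 were higher and 27 lower, with a median of -0.51 (camera, adjusted p = 2.84e-05, and adjusted p = 0.213 with an estimated correlation). Of 39 genes of the sarcomere and contraction, 10 were higher and 29 lower, with a median of -0.27 (camera, adjusted p = 0.00248, and adjusted p = 0.744 with an estimated correlation). The thresholds of the study were passed upward by 11 genes of oxidative phosphorylation and 0 downward, among them *Sdhd* (log2 fold change 1.00, standard error 0.31) and *Sdhb* (0.79, 0.30), subunits of succinate dehydrogenase, which passed in 11 and 7 of the 12 settings that leave out 1 array or 1 pair, with *Sdhb* at 0.52 without replicate 1 and 0.49 without Ad-mCherry replicate 1. They were passed by 10 genes of the mitochondrial ribosome list upward and 0 downward, with *Mrpl20*, a protein of the mitochondrial ribosome, at 0.95 (standard error 0.20) and *Timm10*, a chaperone of the intermembrane space, at 0.76 (standard error 0.21). Of this list, *Timm10*, *Mrpl12*, *Mrpl15*, *Lonp1*, *Chchd1* and *Cox19*, all past the thresholds, are in Tables S2 and S3. The myotube values of these tables come from the same arrays and had been seen, so the list is not wholly independent support. Of the myogenic list 0 passed upward and 5 downward. *Myog*, the myogenic factor myogenin, went from 10.21 ± 0.48 to 8.73 ± 0.48 (SD, n = 4 arrays each), a log2 fold change of -1.48 (standard error 0.30). The others were the adhesion molecules *Cdh2* (-1.27, standard error 0.42), *Jam3* (-0.88, standard error 0.37) and *Nphs1* (-0.58, standard error 0.24), and *Itgb1* (-0.57), named after its value was seen. *Jam3* and *Nphs1*, with Ad-Cre-mCherry replicate 4 apart from its group in *Nphs1*, passed in 3 of the 12 settings each, and without Ad-mCherry replicate 1 they were at -0.49 and -0.37, with *Jam3* at -0.48 without replicate 1. Of the sarcomere list 0 passed upward and 4 downward, the embryonic myosin *Myh3* (-1.23, standard error 0.26), with Ad-mCherry replicate 2 apart from its group, the slow myosin *Myh7* (-2.23, standard error 0.79), *Mybph* (-0.91, standard error 0.29) and the calcium channel *Cacna1s* (-0.79, standard error 0.34), with Ad-mCherry replicate 4 apart. *Mybph* passed in 11 of the 12 settings, not without replicate 1, *Myh7* in 7 and *Cacna1s* in 3. In all 4 lists limma gave 0 genes at an adjusted p under 0.05 over all genes. Adjusted over the list alone the number was 0 for both mitochondrial lists and 1 each, *Myog* and *Myh3*, for the myogenic and sarcomere lists. With the replicate number as a block, *Myog*, *Myh3* and *Myh7* fell over all genes, as did *Mymx* of the myogenic list and *Myh2* of the sarcomere list, named after their values were seen. In this fit the thresholds of the study were passed upward by 15 genes of oxidative phosphorylation and 22 of the mitochondrial ribosome list, downward by 14 of the myogenic list, and by 3 upward and 13 downward of the sarcomere list. Those upward in the sarcomere list included *Myoz1* (1.05), named after its value was seen. Adjusted over the list alone, the blocked fit gave 1 gene of oxidative phosphorylation and 14 of the mitochondrial ribosome list upward, 11 of the myogenic list downward, and 3 upward and 12 downward of the sarcomere list. The 2 mitochondrial lists and the myogenic list passed camera in each of the 12 settings, the myogenic list with medians as near to 0 as -0.32 without replicate 1 and -0.32 without Ad-mCherry replicate 1. The sarcomere list passed in 10, not without Ad-mCherry replicate 3 (adjusted p = 0.231, median -0.12) or Ad-Cre-mCherry replicate 1 (0.351, median -0.15), and its median was -0.42 without Ad-mCherry replicate 1 and -0.47 without Ad-Cre-mCherry replicate 3. Each of these settings leaves a pair incomplete. With a whole pair left out, the sarcomere list passed each time (camera, adjusted p from 0.00182 to 0.00999). From the small intersection between the genes that differed in these myotubes and in *plantaris* muscles, the paper proposes that RhoA regulates very different pathways *in vivo* and in myotubes under static culture.

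**Figure D3:**
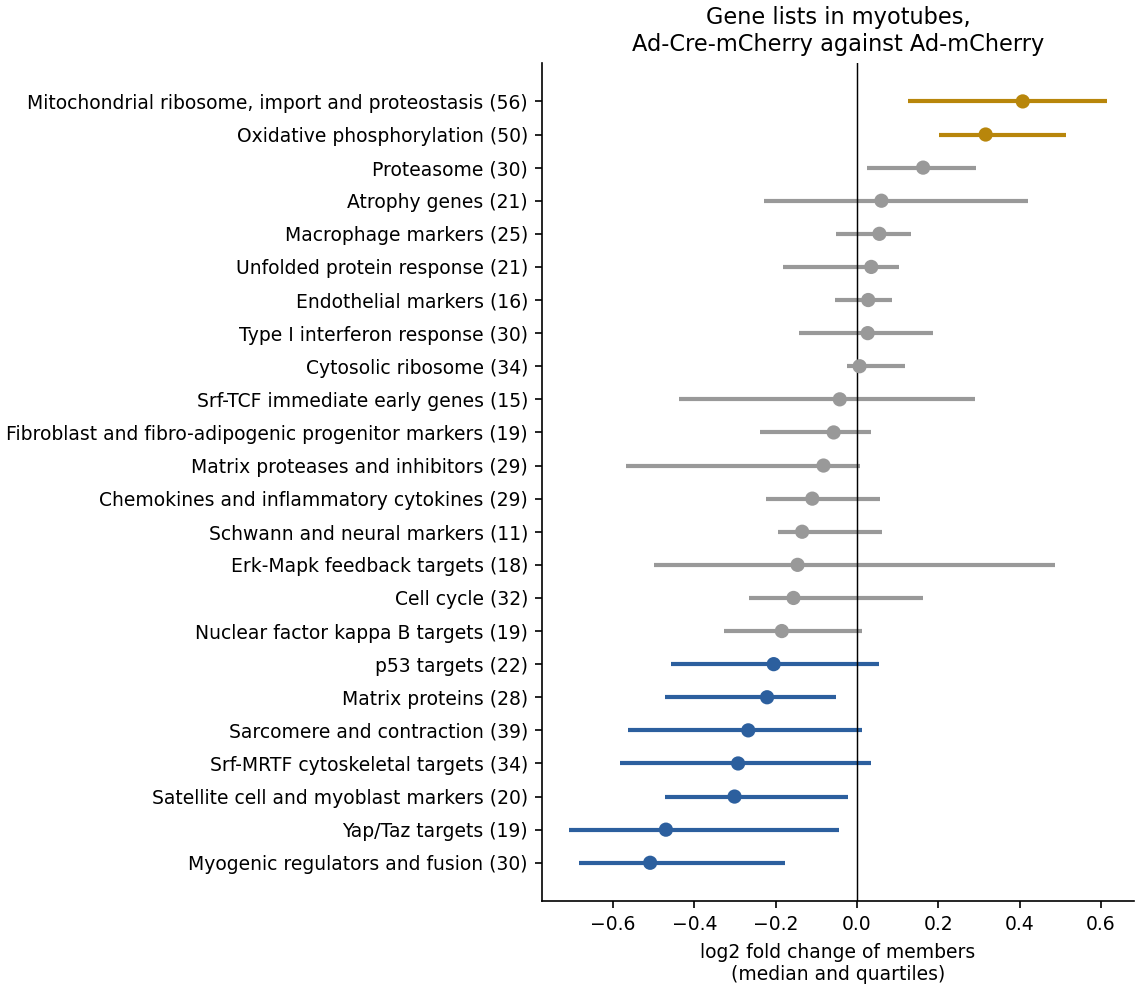
Median log2 fold change (point) and quartiles (line) of the measured members of gene lists in myotubes, Ad-Cre-mCherry against Ad-mCherry, with the number of members in brackets. Yellow marks lists at an adjusted p under 0.05 upward in camera (2), blue those downward (7) and grey the others; none passed with an estimated correlation.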

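Markers of satellite cells and targets of p53 were lower in Ad-Cre-mCherry transduced myotubes, and proteasome genes were higher in the blocked fit. Of 20 satellite cell and myoblast markers, 4 were higher and 16 lower (median log2 fold change -0.30, camera, adjusted p = 0.0426, and adjusted p = 0.309 with an estimated correlation). *Calcr*, a receptor of quiescent satellite cells (-0.47, standard error 0.19) with a level at only the 15.3 percentile of all genes, passed the thresholds of the study, in 4 of 12 settings that leave out 1 array or 1 pair, and the block made this 8 genes downward. *Pax7*, the satellite cell marker of the paper, had a log2 fold change of 0.08, with Ad-Cre-mCherry replicate 4 apart from its group. Of 22 targets of p53, 7 were higher and 15 lower (median -0.21, camera, adjusted p = 0.0432, and adjusted p = 0.693 with an estimated correlation). The receptor *Eda2r* (-0.97, standard error 0.22), which alone passed when adjusted over the list alone, the kinase *Plk2* (-1.19, standard error 0.32), *Phlda3* (-0.56, standard error 0.18) and *Sesn1* (-0.74, standard error 0.26) passed the thresholds of the study, and with the block 2 passed upward and 6 downward. *Eda2r* is in Table S3, whose myotube values come from these arrays and had been seen, so its pass is not independent support. *Sesn1* passed in 10 of the 12 settings, not without replicate 1 (-0.46) or 2. Of 30 proteasome genes, 25 were higher and 5 lower (median 0.16, camera, adjusted p = 0.0530, with the block 0.0227, adjusted p = 0.783 with the block and an estimated correlation, and adjusted p = 0.0992 and a median of 0.12 with the block and the trend with gene length removed), and the thresholds of the study were passed by 0 of them without the block and 2 with it. The call of the satellite cell list was lost without replicate 2 (adjusted p = 0.0983), replicate 4 (0.176), Ad-mCherry replicate 2 (0.110), Ad-mCherry replicate 4 (0.325), Ad-Cre-mCherry replicate 1 (0.156) or Ad-Cre-mCherry replicate 2 (0.0599), and with the trend with gene length removed (0.0519, median -0.23). That of the p53 list was lost without replicate 1 (0.113, median -0.0667), replicate 2 (0.0763), replicate 3 (0.0587), Ad-mCherry replicate 1 (0.0827, median -0.0404), 2 (0.179, median -0.12) or 3 (0.122, median -0.0846), or Ad-Cre-mCherry replicate 1 (0.0785, median -0.0317) or 4 (0.338, median -0.0804), and its median was -0.31 without Ad-mCherry replicate 4 and -0.355 without Ad-Cre-mCherry replicate 2. The proteasome list passed without replicate 3 (0.0484), replicate 4 (0.00637), Ad-mCherry replicate 1 (0.0307), Ad-mCherry replicate 3 (0.0263) or Ad-Cre-mCherry replicate 4 (0.00092), and its median was 0.0983 without replicate 1, 0.11 without replicate 2, 0.0979 without Ad-mCherry replicate 2 and 0.05 without Ad-Cre-mCherry replicate 1. 

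The lists of the cytosolic ribosome, the unfolded protein response, the cell cycle and atrophy did not pass camera. The median log2 fold change was 0.01 over 34 genes of the cytosolic ribosome (adjusted p = 0.493, 0 past the thresholds of the study) and 0.04 over 21 genes of the unfolded protein response (adjusted p = 0.755), where the chaperones *Calr* (1.11) and *Dnajb9* (0.82) passed the thresholds of the study upward, in 4 and 3 of the 12 settings (*Calr* at 0.41 and *Dnajb9* at 0.51 without replicate 1, *Dnajb9* at 0.48 without Ad-Cre-mCherry replicate 1), and with the block 3 genes passed upward and 1 downward. Of 32 cell cycle genes (median -0.16, adjusted p = 0.416, and 0.0243 without replicate 1), the replication clamp *Pcna* (1.24) passed upward and the cyclins *Ccnb2* (-0.79) and *Ccna2* (-0.66) downward, in 11, 10 and 5 of the 12 settings, *Pcna* at 0.82 without replicate 1, and with the block 2 genes passed upward and 6 downward. Of 21 atrophy genes (median 0.06, although camera's direction was downward, adjusted p = 0.727), *Foxo1*, a transcription factor of the atrophy program (-1.20, standard error 0.20), and *Fbxo30* (-0.78), the latter in 8 of the 12 settings and at -0.51 without Ad-Cre-mCherry replicate 1, passed downward, and with the block 4 genes passed upward and 2 downward. *Foxo1* alone passed when adjusted over the list alone, and over all genes with the block (adjusted p = 0.0396 in limma). The ubiquitin ligases *Trim63* (-0.27, standard error 0.39) and *Fbxo32* (-0.37, standard error 0.41) did not pass the thresholds of the study. Medians of markers of other cell types lay near 0. The median was 0.055 over 25 macrophage markers (adjusted p = 0.727), -0.06 over 19 fibroblast markers (0.399), 0.03 over 16 endothelial markers (0.727) and -0.14 over 11 Schwann and neural markers (0.595). In these lists *Spi1* (0.69) and *Tubb3* (0.97) passed the thresholds of the study upward and *Tlr4* (-0.86) and *Erbb3* (-1.06) downward, in 5, 7, 9 and 8 of the 12 settings, with *Tubb3* at 0.64 without replicate 2. In the 9 lists that passed and the 17 that did not, limma gave 0 genes at an adjusted p under 0.05 over all genes without the block. Adjusted over the list alone, *Eda2r* and *Foxo1* were the only genes of the lists in these paragraphs to pass without the block. With the block the numbers upward and downward were 0 and 2 of the p53 list, 2 and 3 of the cell cycle, 2 and 2 of the atrophy genes, 1 and 1 of the Schwann and neural markers, and 0 in the other lists of these paragraphs. 

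Fold changes also went with gene length. Among the 9754 genes at or above the median level, the rank correlation of the log2 fold change with the length of the gene in the GRCm38.p6 annotation was -0.356 across genes, which are not independent replicates, and -0.100 among the other genes. The median log2 fold change was 0.10 in the shortest 10% of these genes and -0.34 in the longest 10%, where 8 genes passed the thresholds of the study upward and 148 downward, against 67 and 16 in the shortest. The median length was 6976 bp in the oxidative phosphorylation list, 6376 bp in the mitochondrial ribosome list, 23943 bp in the sarcomere list and 55148 bp in the myogenic list.

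**Figure D4:**
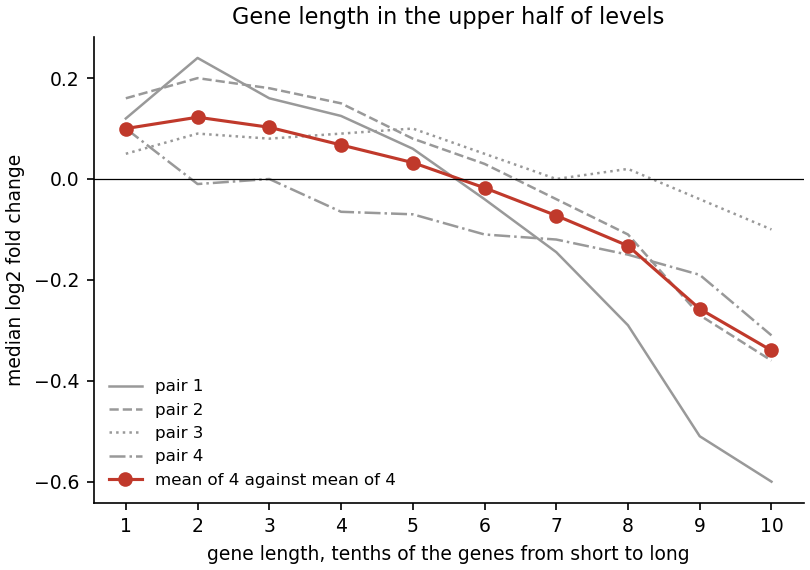
Median log2 fold change, Ad-Cre-mCherry against Ad-mCherry (vertical axis), in 10 equal parts of the 9754 genes at or above the median level, ordered from short to long genes (horizontal axis). The red points compare the means of 4 arrays and each grey line is 1 pair of arrays with the same number; the longest genes lay between -0.60 and -0.10 in the 4 pairs.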

The following genes *Mmp9, Mmp13, Adam8, Ccl3, Cx3Cl1,* which were differentially expressed between Clt and Mut overloaded whole *plantaris* muscles and isolated myofibers, were not expressed differentially in myotubes expressing or not RhoA. Additionally, we were not able to reproduce the fusion defects of Ctl myocytes with RhoA mutant myotubes *in vitro*. These discrepancies between *in vivo* and *in vitro* settings highlight the need of mechanical inputs to trigger RhoA-dependent muscle hypertrophy. In addition, in response to increased load, RhoA in the myofibers may affect other cell types present in the muscle, but absent *in vitro*, that may participate in muscle growth. 

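*Ccl3*, a chemokine that attracts macrophages, was 3.39 ± 0.08 (SD, n = 4 arrays) with Ad-mCherry and 3.57 ± 0.29 (SD, n = 4) with Ad-Cre-mCherry, a log2 fold change of 0.19 (standard error 0.18, 95% confidence interval -0.22 to 0.59). It did not pass the thresholds of the study (adjusted p = 0.872 from limma), its values overlapped (two-sided exact permutation test, p = 0.343), and its mean level stood at the 17.5 percentile of all genes. Over *Mmp9*, *Mmp13*, *Adam8*, *Ccl3* and *Cx3cl1* alone the smallest adjusted p from limma was 0.742, or 0.799 with the replicate number as a block.

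**Figure D5:**
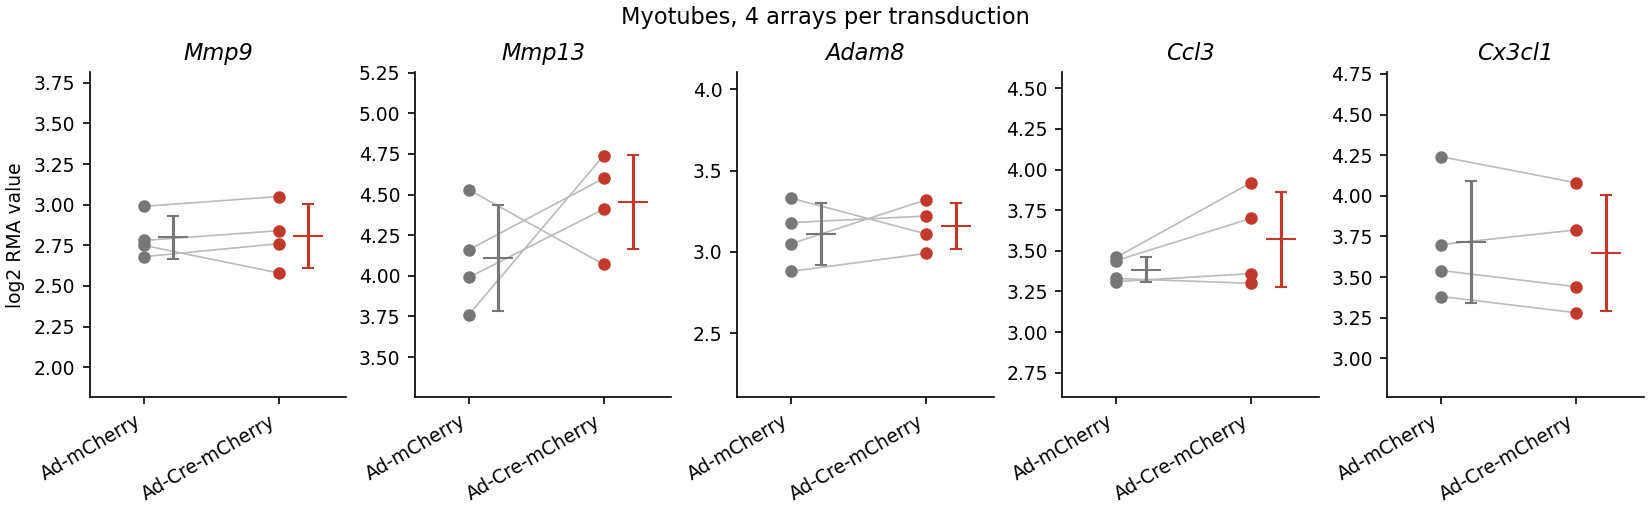
Levels (log2 RMA value, vertical axis, with its own range for each gene) of *Mmp9*, *Mmp13*, *Adam8*, *Ccl3* and *Cx3cl1* on each array of Ad-mCherry (grey) and Ad-Cre-mCherry (red) transduced myotubes. Points are arrays, lines join equal replicate numbers and bars give mean ± SD of 4 arrays, and the values of the 2 groups overlap in every gene.

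Proteases, matrix proteins and inflammatory genes around these 5 were looked at as groups. Of 28 matrix proteins, 5 were higher and 23 lower with Ad-Cre-mCherry (median log2 fold change -0.22, camera, adjusted p = 0.0319, and adjusted p = 0.744 with an estimated correlation). *Lama2*, the laminin chain of the muscle basement membrane (-1.31, standard error 0.36), with Ad-Cre-mCherry replicate 1 apart from its group, passed the thresholds of the study, as did, in 3 of 12 settings that leave out 1 array or 1 pair, *Col6a2*, a collagen VI chain with a level at only the 4.43 percentile of all genes, too dim for its fold change to be given. Upward 0 passed, and with the block 8 passed downward. *Lama2* and the collagen cross-linking enzyme *Lox* (-2.52, standard error 1.21) fell over all genes with the block (adjusted p = 0.0474 and 0.0396 in limma). Fibronectin, *Fn1*, was at -0.77 (standard error 1.00) and did not pass the thresholds of the study, but passed them with the block (standard error 0.257, 95% confidence interval -1.34 to -0.20), lower in 4 of 4 pairs. Its log2 fold change ran from -1.36 (without Ad-mCherry replicate 1) to -0.0458 (without Ad-mCherry replicate 2) and moved by over 1.5 times in 8 of the 12 settings, with -1.34 and -0.32 without Ad-mCherry replicates 3 and 4, -0.38, -1.20 and -0.385 without Ad-Cre-mCherry replicates 1, 2 and 3, and -0.48 without replicate 2. All of these settings but the last leave a pair incomplete, so differences between pairs in the level of *Fn1* enter their values. *Col1a2* was at -0.22 (standard error 0.17) and *Tnc* at -0.27 (standard error 0.30). Of 29 matrix proteases and inhibitors, 8 were higher and 21 lower (median -0.08, camera, adjusted p = 0.0852, with the block 0.00644, and adjusted p = 0.379 with the block and an estimated correlation). *Mmp16* (-0.46, standard error 0.19) and *Adam19* (-1.11, standard error 0.49, and -0.68 without Ad-mCherry replicate 1) passed the thresholds of the study downward, in 4 and 3 of the 12 settings, and with the block 7 genes passed downward and 0 upward, with *Adamts5*, an aggrecanase named after its value was seen, falling over all genes (adjusted p = 0.0396 in limma). Of 29 chemokines and inflammatory cytokines, 10 were higher and 19 lower (median -0.11, adjusted p = 0.567), and *Il15*, a cytokine made by muscle, passed downward (-1.32, standard error 0.55, and -0.78 without Ad-Cre-mCherry replicate 1), in 4 of the 12 settings. *Il6* was at -0.19 (standard error 0.47) and *Cxcl3* at -0.28 (standard error 0.17), neither past these thresholds, and *Il4*, past them in 2 of the 12 settings and not over all 8 arrays, stood at the 4.09 percentile of all genes, too dim for a fold change to be given. Of 30 genes of the type I interferon response (median 0.03, adjusted p = 0.567), *Ifi35* passed upward (1.25, standard error 0.37, and 0.67 without replicate 1), with Ad-mCherry replicate 1 apart from its group. Of 19 targets of nuclear factor kappa B (median -0.19, adjusted p = 0.476), *Tnfaip2* (1.06, standard error 0.23) passed upward and *Bcl2a1b* (-0.66, standard error 0.18, with a level at only the 18.1 percentile of all genes) downward, both also when adjusted over the list alone. Table S2 holds an entry *Bcl2A1*, not matched to a gene here, which may stand for *Bcl2a1b*. The pass of *Bcl2a1b* may therefore not be independent support. Of 18 feedback targets of Erk (median -0.15, adjusted p = 0.493), the transcription factor *Etv5* (1.27, standard error 0.50) passed upward, in 5 of the 12 settings, and *Etv1* (-0.78, standard error 0.20) and *Spred1* (-1.27, standard error 0.39) downward, the latter not without replicate 1 or 2, with *Etv5* at an adjusted p of 0.0468 over all genes with the block in limma. With the block the thresholds of the study were passed upward and downward by 0 and 2 chemokine genes, 3 and 2 interferon genes, 2 and 3 targets of nuclear factor kappa B and 5 and 5 targets of Erk. In all 6 lists limma without the block gave 0 genes at an adjusted p under 0.05 over all genes, and adjusted over the list alone only the 2 genes of the nuclear factor kappa B list. With the block, adjusted over the list alone, the numbers upward and downward were 0 and 4 of the matrix proteins, 0 and 3 of the proteases, 0 and 2 of the chemokines, 0 and 1 of the interferon genes, 1 and 2 of the nuclear factor kappa B targets and 1 and 3 of the Erk targets. The call of the matrix proteins was lost without replicate 2 (adjusted p = 0.0983), Ad-mCherry replicate 2 (0.673, median -0.0408), Ad-Cre-mCherry replicate 3 (0.207, median -0.0979) or Ad-Cre-mCherry replicate 4 (0.0613), and with the trend with gene length removed (0.0548, median -0.19), and its median was -0.36 without replicate 4 and -0.34 without Ad-Cre-mCherry replicate 2. The median of the proteases lay between -0.24 and -0.0867 in the 12 settings, and they passed without replicate 1 (0.0438), replicate 4 (0.0340) or Ad-mCherry replicate 3 (0.00696).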

Altogether, this emphasizes the importance of *in vivo* models to analyze RhoA contribution to muscle hypertrophy.

While searching for additional players responsible for the impaired growth of RhoA mutant muscles, we have to consider fibrogenic cells, FAPs and/or macrophages implication. Upon hypertrophy, TCF4^+^ interstitial fibrogenic cells have been shown to functionally interact with SC (Fry et al., 2017). In this study, SC depleted muscles were compared with control muscles and it was shown that SCs secrete exosomes containing miR-206 that regulates a regulator of collagen biosynthesis, Rrbp. In SC-depleted overloaded muscles there was an increase of *Rrbp1, Col1α2, Col3α1*, and *Col12α1* expressions as compared to controls that was not observed in RhoA mutant overloaded *plantaris* muscles. Recently, the same group showed that muscle hypertrophy may be supported by a permissive environment through communication between FAPs (*Pdgfrα* expressing cells) and SCs, independently of SC fusion (Murach et al., 2021b). However, in overloaded *RhoA* deleted muscles, *Pdgfrα* gene expression was not significantly different from Ctl muscles 1wk after OV. Altogether, these observations argue against the implication of fibrogenic/FAPs cells in the impaired growth phenotype of RhoA mutant.

It has been shown that Rho GTPases, and in particular RhoA, are potent activators of Srf transcriptional activity (Sotiropoulos et al., 1999; Hill et al., 1995). In addition, we have previously shown that Srf within the myofibers is required for muscle OV-induced hypertrophy by exerting a paracrine control on SC recruitment to the growing fibers through Ptgs2/IL4 (Guerci et al., 2012). We could wonder whether a decrease of Srf activity could be responsible for the impaired hypertrophic growth of *RhoA* deleted muscles. Several data argue against this possibility. First, our *in vivo* and *in vitro* transcriptomic data on muscles upon OV and on myotubes suggested that RhoA governs downstream signaling pathways independently from Srf, as almost none of the *bona fide* Srf target genes are down-regulated when RhoA is absent. For instance, *Ptgs2* (a Srf target gene), which expression increases during OV in Ctl muscles and is blunted in Srf mutants, displays a similar expression in Ctl and RhoA Mut *plantaris* 1wk after OV. 

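In the myotubes, targets of Srf with its actin-regulated cofactors were lower as a group with Ad-Cre-mCherry. The immediate early targets of Srf did not pass, and the difference between these lists was not tested. Of 34 cytoskeletal Srf-MRTF targets, 10 were higher and 24 lower, with a median log2 fold change of -0.29 (camera, adjusted p = 0.0333, and adjusted p = 0.744 with an estimated correlation). Calponin 3, *Cnn3* (-0.99, standard error 0.30), with Ad-Cre-mCherry replicate 3 apart from its group, the Z-disc protein *Pdlim5* (-0.54, standard error 0.17) and tropomyosin 4, *Tpm4* (-0.96, standard error 0.40), passed the thresholds of the study downward, the latter in 6 of 12 settings that leave out 1 array or 1 pair and *Pdlim5* in 11, not without replicate 1, 0 passed upward and 31 passed in neither direction. Vinculin, *Vcl*, was at -0.79 (standard error 0.36) and lower in 4 of 4 pairs, not past them over all 8 arrays, past them in 3 of these settings (without replicate 1, Ad-mCherry replicate 3 or Ad-Cre-mCherry replicate 1) and with the replicate number as a block (standard error 0.174), and *Srf* itself at 0.05 (standard error 0.37), not past them in either fit. With the block, 2 of these targets passed upward, *Csrp1* (1.54) and *Cfl1* (1.06), both named after their values were seen, and 9 passed downward. In this fit 1 target, *Acta2*, smooth muscle actin, also named after its value was seen, fell over all genes. Of 15 immediate early Srf-TCF targets, 7 were higher and 8 lower (median -0.04, adjusted p = 0.887), with *Ptgs2* alone past the thresholds of the study, downward, and *Fosl1* (0.65, standard error 0.42) not past them. The phosphatase *Dusp1* (-0.87, standard error 0.71), lower in 4 of 4 pairs, did not pass them over all 8 arrays, but did with the block (standard error 0.229) and without replicate 1, and was at -0.14 without Ad-Cre-mCherry replicate 1 and -1.315 without Ad-mCherry replicate 1. With the block 2 of the 15 passed upward and 3 downward. 

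Other targets of actin signalling were also compared. Of 19 targets of the mechanosensitive coactivators Yap and Taz, 4 were higher and 15 lower (median -0.47, camera, adjusted p = 0.0156, and adjusted p = 0.465 with an estimated correlation), a call that ended with the trend with gene length removed (median -0.30, adjusted p = 0.0763). *Ccn1* (-1.65, standard error 0.52) and *Ankrd1* (-1.18, standard error 0.36) passed the thresholds of the study, the latter not without replicate 1 (Ankrd1 log2 fold change -0.997), and both fell over all genes with the block (adjusted p = 0.0314 and 0.0444 in limma), where 1 target passed these thresholds upward and 8 downward. In all 3 lists limma without the block gave 0 genes at an adjusted p under 0.05, over all genes and adjusted over the list alone. Adjusted over the list alone, the block gave 2 upward and 9 downward among the Srf-MRTF targets, 0 and 2 among the Srf-TCF targets, and 1 and 3 among the Yap/Taz targets. The call of the Srf-MRTF list was lost without replicate 2 (adjusted p = 0.117), replicate 4 (0.219, median -0.19), Ad-mCherry replicate 1 (0.0685), Ad-mCherry replicate 2 (0.442, median -0.12), Ad-Cre-mCherry replicate 3 (0.207, median -0.18) or Ad-Cre-mCherry replicate 4 (0.491, median -0.12), and that of the Yap/Taz list without Ad-mCherry replicate 1 (0.0685, median -0.30) or 2 (0.110, median -0.16) or Ad-Cre-mCherry replicate 3 (0.0797, median -0.27) or 4 (0.0613). Each of these losses of the Yap/Taz list comes from leaving out 1 array, which leaves its pair incomplete. With a whole pair left out, the Yap/Taz list passed camera without replicate 1 (adjusted p = 0.0254), 2 (0.0307), 3 (0.0207) or 4 (0.0104).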

In cultured myotubes, *RhoA* deletion did not affect the expression of Srf target genes such as *Egr1*, *Myl9, Cnn2, Ptgs2* and *Acta1* (Guerci et al., 2012; Randrianarison-Huetz et al., 2018). 

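*Ptgs2*, which encodes cyclooxygenase 2, was lower with Ad-Cre-mCherry in 4 of 4 pairs of arrays, at 8.21 ± 1.06 (SD, n = 4 arrays) with Ad-mCherry and 6.80 ± 0.51 (SD, n = 4) with Ad-Cre-mCherry. Its log2 fold change was -1.41 (standard error 0.49, 95% confidence interval -2.52 to -0.30), and it passed the thresholds of the study. *Egr1*, an immediate early transcription factor, was 16.45 ± 0.53 and 16.09 ± 0.99 (SD, n = 4 each), a log2 fold change of -0.36 (-1.42 to 0.70). *Acta1*, skeletal actin, was 18.53 ± 0.36 and 18.38 ± 0.39 (SD, n = 4 each), a log2 fold change of -0.15 (-0.71 to 0.41). *Myl9*, a myosin light chain, was 8.66 ± 1.63 and 8.90 ± 2.60 (SD, n = 4 each), a log2 fold change of 0.24 (-2.57 to 3.06), and *Cnn2*, calponin 2, was 3.96 ± 0.58 and 4.41 ± 1.29 (SD, n = 4 each), a log2 fold change of 0.45 (-0.88 to 1.77). Adjusted p from limma over all genes was 0.738 for *Ptgs2*, 0.911 for *Egr1*, 0.934 for *Acta1*, 0.982 for *Myl9* and 0.911 for *Cnn2*. Over these 5 genes alone, *Ptgs2* had an adjusted p of 0.0923 in limma, and 0.0128 with the replicate number as a block, where it passed. Its values overlapped in 1 array (two-sided exact permutation test, p = 0.0571), Ad-Cre-mCherry replicate 4 standing apart from its group at 7.56. *Ptgs2* did not pass the thresholds of the study without replicate 2 (log2 fold change -1.46), and its log2 fold change ran from -1.73 to -0.85 (without replicate 1) over the 12 settings that leave out 1 array or 1 pair, with -0.91 without Ad-mCherry replicate 1. Without Ad-Cre-mCherry replicate 1, the log2 fold change was -0.77 for *Myl9*, -0.16 for *Cnn2* and 0.04 for *Acta1*, each opposite in sign to its value over all 8 arrays. That of *Egr1* ran from -0.80 to -0.0125 over the 12 settings.

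**Figure D6:**
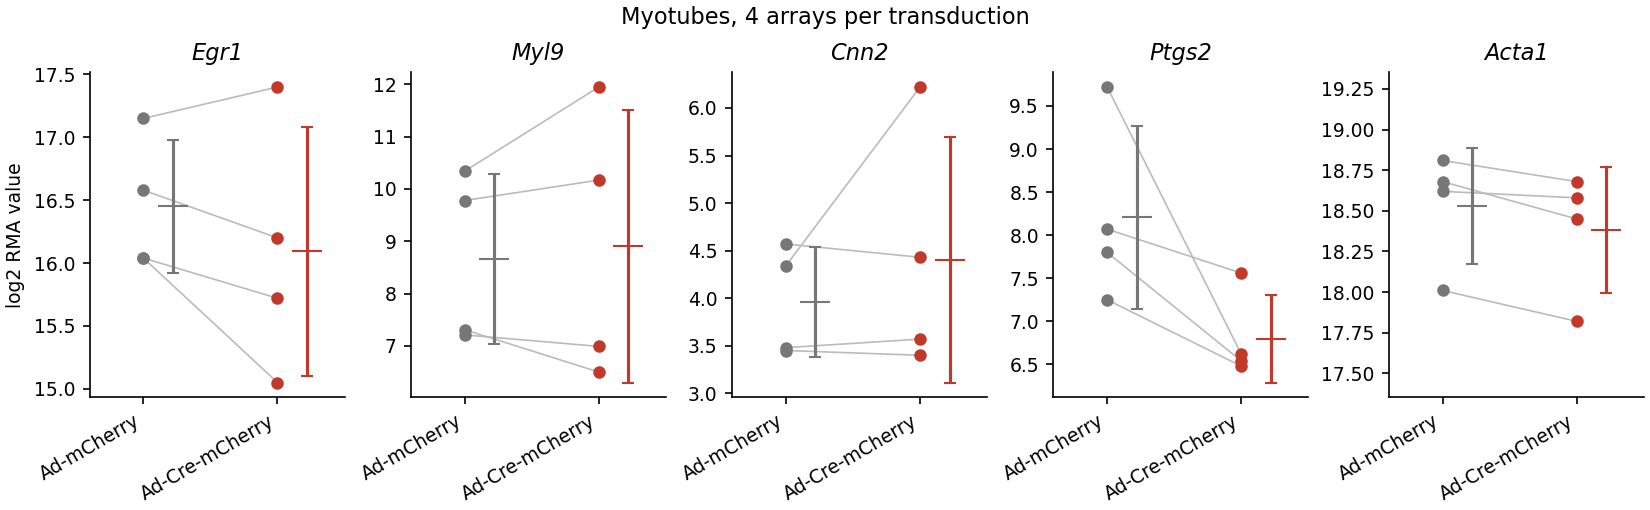
Levels (log2 RMA value, vertical axis, with its own range for each gene) of *Egr1*, *Myl9*, *Cnn2*, *Ptgs2* and *Acta1* on each array of Ad-mCherry (grey) and Ad-Cre-mCherry (red) transduced myotubes. Points are arrays, lines join equal replicate numbers and bars give mean ± SD of 4 arrays, with *Ptgs2* lower in each of the 4 pairs.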

Second, the expression of several “RhoA responsive” genes such as *Mmp13, Adam8*, and *Cx3Cl1* that increased following chemical activation of RhoA *in vitro* on cultured myotubes and that decreased in overloaded RhoA Mut muscles, remained unaffected by constitutive Srf activation in myotubes (induced by Ad-SrfVP16 transduction) (Guerci et al., 2012). Thus, we propose that the impeded muscle growth of RhoA mutant is likely not due to a decreased Srf activity and that Srf-independent signaling pathways are operating downstream RhoA upon hypertrophy.

In the present study, we showed that genes involved in the ECM remodeling, like *Mmp9* and *Mmp13* are among the genes mostly down-regulated in overloaded muscles in the absence of RhoA. In addition, *in vivo* Mmp inhibition (from day 4 to day 8 after OV) by a broad-spectrum Mmp inhibitor impaired OV-induced hypertrophy and SC accretion without affecting SC number. However, Mmp inhibitor GM6001 was shown to alter SC number following muscle laceration-induced injury (Bellayr et al., 2013). This discrepancy could be attributed to the different muscle homeostasis perturbation (OV versus muscle laceration injury) and timing at which muscles were treated (5 consecutive days of treatment after OV from day 4 *versus* first- and fourth-day treatment following the laceration injury). Thus, we propose that *Mmp9* and *Mmp13* decreased expression may contribute to the altered muscle growth of RhoA mutants by modulating mainly SC fusion. Many studies were conducted to show the importance of Mmps on muscle growth. Fiber size is decreased in adult hindlimb muscles from *Mmp9* null mice (Mehan et al., 2011) and increased in muscles harboring a specific overexpression of *Mmp9* (Dahiya et al., 2011). In the context of hypertrophic growth, Peterson’s laboratory recently proposed that Mmp9 levels in muscle fibers should be finely regulated (through miRNA secreted by SCs among others) to have a correct ECM integrity and to facilitate the long-term hypertrophic response; too much or not enough Mmp9 being deleterious (Murach et al., 2020). In line, continuous unregulated high Mmp9 activity disrupted SC niche through ECM damages (Chenette et al., 2016). *Mmp13* null mice did not exhibit any histological or functional muscle deficits; however, muscle hypertrophy caused by increased IGF-1 was impaired (Smith et al., 2020). Mmp9 and 13 have also been shown to modulate myoblast migration *in vitro* (Lei et al., 2013; Lewis et al., 2000). It is reasonable to assume that the remodeling of ECM by Mmps enables more efficient movement of myoblasts toward myofibers and thus contributes to SC recruitment upon growth.

Among the genes mostly affected in RhoA Mut muscles upon OV, we focused our interest on two potent macrophage attractants: *Cx3cl1* and *Ccl3* whose expression is increased upon OV in Ctl and not in Mut. Data obtained in Ctl and Mut isolated myofibers and in myotubes treated with a Rho activator plus an Erk inhibitor further demonstrated that RhoA stimulated the expression of these chemokines in a myofiber cell-autonomous and in an Erk1/2-dependent manner. We do not know whether Cx3cl1 and Ccl3 influence SCs directly, but we can strongly relate their decreased expressions to a significant impairment of macrophages recruitment in RhoA mutants. Indeed, OV induced a transient accumulation of macrophages in Ctl *plantaris* muscles that was blunted in Mut. However, we cannot exclude that the impairment of macrophage recruitment in Mut might be due to the alteration of ECM (Figure 5) (Sapudom et al., 2020). In humans, it has been shown that resistance exercise increases the expression of chemotaxic factors including *Cx3cl1*, mobilizes monocytes (Della Gatta et al., 2014; Jajtner et al., 2018; Strömberg et al., 2016), and that macrophage number positively correlates with myofibers hypertrophy (Walton et al., 2019). Knowing the multifaceted roles of macrophages during muscle regeneration to support tissue recovery, in particular by promoting SC differentiation (Chazaud, 2020) and establishing a transient SC activating niche providing proliferation-inducing cues (Du et al., 2017; Ratnayake et al., 2021), we proposed that macrophages may as well participate in muscle hypertrophy by facilitating SC recruitment to myofibers. By depleting macrophages in Ctl mice, we showed that macrophages were required for muscle hypertrophy. Our results are in agreement with those of DiPasquale who showed that macrophages depletion also negatively affected muscle hypertrophic growth (DiPasquale et al., 2007). However, we provide additional data concerning the positive action of macrophages on SC number and fusion.

It is important to note that the absence of RhoA in the myofibers is sufficient to affect the behavior of RhoA expressing SCs, highlighting the importance of RhoA signaling in myofibers for the remodeling of SC microenvironment upon hypertrophy. How the SC niche is remodeled during hypertrophy process remains poorly examined. It was already proved that after increased load, myofibers secrete myokines like IL-4 and IL-6 that are able to influence SC proliferation and fusion (Guerci et al., 2012; Serrano et al., 2008; Horsley et al., 2003), and it has been recently shown that SC-derived extracellular vesicle may participate in the creation of an environment facilitating hypertrophic growth (Murach et al., 2021b). In addition, important transcriptional modifications of the expression of several genes encoding ECM components (such as *Collagens*, *Fn1*, and *Tnc-C*) have been reported shortly after OV, in this study (1wk) and Carson’s study (3 days after OV in rat) (Carson et al., 2002). By affecting the expression of *Mmp9* and *Mmp13*, RhoA might promote an important global ECM rearrangement and a modification of SC niche upon OV that could influence SC behavior, such as fusion. We show protein accumulation of several Mmp9/13 ECM protein substrates such as Col1, Tnc-C, and Fn1. Moreover, analysis of collagen fibrils structure in OV Mut muscles displayed a significant increase in fibrillar collagen tortuosity as compared to Ctl. These data suggest that the correct rearrangement of ECM/collagen is crucial to build an SC microenvironment appropriated for muscle growth and SC fusion. Importantly, SCs are sensitive to their extracellular matrix environment and respond differently to different collagen architecture (Hu et al., 2021). Interestingly, both Tnc-C and Fn1 have been shown to remodel and adapt SC niche (Tierney et al., 2016) and to regulate a feedback signal to promote symmetric division and replenish the SC pool (Bentzinger et al., 2013), respectively. In both cases, the proteins are produced by SCs that auto-regulate their own niche. Because in our instance SCs are “wild type”, we could speculate that this auto-regulation is not sufficient alone but should be associated with enzyme activity for ECM remodeling from the myofiber. Of note, as the macrophage number is decreased in RhoA Mut compared with Ctl muscles upon OV, on top of a myofibers intrinsic deficit, one part of the defective ECM reorganization occurring in Mut could be attributed to macrophages which also secrete Mmp9 in a context of muscle regeneration (Rahman et al., 2020). Moreover, we should consider the influence of ECM on other cells type beyond SCs and on other muscle tissue components (like microvessels), and its crucial role in maintaining and stabilizing muscle structure. Failure of ECM modifies myofibers mechanical properties making them more load-resistant and increasing their susceptibility to mechanical stress (Kritikaki et al., 2021) that may influence their.

In conclusion, we have described an important role for RhoA within myofibers in regulating muscle hypertrophic growth and SC accretion. We propose that it is achieved through a modification of SC microenvironment by a fine ECM remodeling and by inflammatory cells recruitment. It will be important in future works to define more comprehensively the molecular pathways and the specific cellular contributions involved in the control of muscle mass, in particular in response to increased mechanical load. This may be essential to identify and design treatments able to alleviate loss of muscle mass during disuse or aging.

### Limitations of the study

Although we have identified RhoA signaling as a key pathway in myofibers during overload-induced hypertrophy by building a permissive environment, future *in vivo* rescue studies will be required to demonstrate the causal role of ECM remodeling and macrophage recruitment in the altered SC fusion. Furthermore, the relative contribution of protein synthesis and of SC recruitment in the altered growth response of RhoA mutant myofibers will demand further investigations.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-Dystrophin	Novocastra	Cat# NCL-Dys2; RRID: AB_442081
Rat anti-F4/80	Invitrogen	Cat# MA1-91124; RRID: AB_2277854
Rabbit anti-phospho-S6 Ribosomal protein (Ser235/236)	Cell Signaling	Cat# 4858; RRID: AB_916156
Rabbit anti-Laminin	Sigma	Cat# L9393; RRID: AB_477163
Mouse anti-puromycin antibody	Merck Millipore	Cat# MABE343; RRID: AB_2566826
Mouse anti-RhoA	Santa Cruz	Cat# sc-418; RRID: AB_628218
Rabbit anti-P-Akt	Cell Signaling	Cat# 9271S; RRID: AB_329825
Rabbit anti-Col1	Abcam	Cat# ab34710; RRID: AB_731684
Rabbit anti-Fibronectin	Sigma	Cat# F3648; RRID: AB_476976
Rabbit anti-Erk2	Cell Signaling	Cat# 9102; RRID: AB_330744
Rabbit anti-P-Erk1/2	Cell Signaling	Cat# 9101; RRID: AB_331646
Rat anti-TenascinC	Invitrogen	Cat# MA1-26778; RRID: AB_2256026
Rouse anti-Gapdh	Cell Signaling	Cat# D16H11; RRID: AB_11129865
Mouse anti-Pax7 antibody	Santa Cruz	Cat# sc-81648; RRID: AB_2159836
Rat anti-laminin	Sigma	Cat# L0663; RRID: AB_477153

**Bacterial and virus strains**		

Ad-mCherry	Vector Biolabs	Cat# 1767
Ad-Cre-mCherry adenoviruses	Vector Biolabs	Cat# 1771
Recombinant Lenti-GFP	This paper	NA

**Chemicals, peptides, and recombinant proteins**		

Clophosome-A and control liposome anionic	ChemQuest	Cat# F70101C-A-2
Tamoxifen	MP Biomedicals	Cat# 156,738
EdU	Life Technologies	Cat# A10044
GM6001	Merck Millipore	Cat# CC1010
Erk inhibitor binimetenib (MEK162)	Selleckchem	Cat# S7007
Puromycin	Sigma	Cat# CP7255

**Critical commercial assays**		

EnzChek™ Gelatinase/Collagenase assay kit	Invitrogen/Molecular Probes	Cat# E12055
Click-iT® EdU Alexa Fluor® 647 kit	Life Technologies	Cat# C10340

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE166597 and GEO: GSE166598

**Experimental models: Organisms/strains**		

Mouse: HSA-Cre-ER^T2^:RhoAflox/flox	Lauriol et al., 2014; Schuler et al., 2005	N/A
Mouse: Pax7-nGFP:RhoAflox/flox	Lauriol et al., 2014	
Sambasivan et al., 2009	N/A	

**Oligonucleotides**		

See Table S1 for a list of oligonucleotides	Eurogentec	N/A

**Software and algorithms**		

Ingenuity (IPA) software	Qiagen	https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/
Prism 6.0 software	GraphPad	https://www.graphpad.com/scientific-software/prism/
ImageJ	Schneider et al., 2012	https://imagej.nih.gov/ij/
MuscleJ plugin	Mayeuf-Louchart et al., 2018	https://github.com/ADanckaert/MuscleJ/blob/master/MuscleJ_1_0_2.ijm

**Oligonucleotides (RT-qPCR)**		

RhoA F	Eurogentec	5′-AACCTGTGTGTTTTCAGCACC-3′
RhoA R	Eurogentec	5′-ACCTCTGGGAACTGGTCCTT-3′
MuRF1 F	Eurogentec	5′-GAATAGCATCCAGATCAGCAG-3′
MuRF1 R	Eurogentec	5′-GAGAATGTGGCAGTGTTTGCA-3′
MAFbx F	Eurogentec	5′-TGTGGGTGTATCGGATGGAGA-3′
MAFbx R	Eurogentec	5′-CTGCATGATGTTCAGTTGTAAGC-3′
Mmp9 F	Eurogentec	5′-TCCTACTCTGCCTGCACCACTAAAG-3′
Mmp9 R	Eurogentec	5′-CTGTACCCTTGGTCTGGACAGAAAC-3′
Mmp13 F	Eurogentec	5′-AGTTGACAGGCTCCGAGAAA-3′
Mmp13 R	Eurogentec	5‘-CACATCAGGCACTCCACATC-3’
Adam8 F	Eurogentec	5′-GCAGGACCATTGCCTCTACC-3′
Adam8 R	Eurogentec	5′-TGGACCCAACTCGGAAAAAGC-3′
Ccl3 F	Eurogentec	5′-TTCTCTGTACCATGACACTCTGC-3′
Ccl3 R	Eurogentec	5′-CGTGGAATCTTCCGGCTGTAG-3′
Cx3Cl1 F	Eurogentec	5′-ACGAAATGCGAAATCATGTGC-3′
Cx3Cl1 R	Eurogentec	5′-CTGTGTCGTCTCCAGGACAA-3′
Col1α2 F	Eurogentec	5′-GTAACTTCGTGCCTAGCAACA-3′
Col1α2 R	Eurogentec	5′-CCTTTGTCAGAATACTGAGCAGC-3′
Tnc-C F	Eurogentec	5′-CACACACCGCATCAACATCC-3′
Tnc-C R	Eurogentec	5′-GACGACTTCTGCAGCTTGGA-3′
Fn F	Eurogentec	5′-GGCCACACCTACAACCAGTA-3′
Fn R	Eurogentec	5′-TCGTCTCTGTCAGCTTGCAC-3′
Hmbs F	Eurogentec	5′-TGCACGATCCTGAAACTCTG-3′
Hmbs R	Eurogentec	5′-TGCATGCTATCTGAGCCATC-3′

**Oligonucleotides (PCR)**		

Cre F	Eurogentec	5′-CCTGGAAAATGCTTCTGTCCG-3′
Cre R	Eurogentec	5′-CAGGGTGTTATAAGCAATCCC-3′
RhoA lox F	Eurogentec	5′-AGGGTTTCTCTGTACGGTAGTC-3′
RhoA lox R	Eurogentec	5′-GCAGCTAGTCTAACCCACTACA-3′

### Resource availability

#### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Dr Athanassia Sotiropoulos ().

#### Material availability

This study did not generate nor use any new or unique reagents.

### Experimental model and subject details

#### Mouse protocols

*RhoA*^*flox/flox*^ mice are homozygous for RhoA floxed alleles harbouring LoxP sites flanking exon 3 of endogenous *RhoA* gene (Lauriol et al., 2014). HSA-*Cre-ER*^*T2*^ transgenic mice express Cre-ERT2 recombinase under the control of human skeletal actin promoter (Schuler et al., 2005). Tg :Pax7-nGFP transgenic mice express nuclear localized EGFP under the Pax7 promoter (Sambasivan et al., 2009).

To investigate the effect of myofiber-specific RhoA-deletion in adult muscle, the mouse strain following mice were generated: HSA-*Cre-ER*^*T2*^:*RhoA*^*flox/flox*^*.* In all experiments, 3-month-old HSA-*Cre-ER*^*T2*^:*RhoA*^*flox/flox*^ mice (males and females) were given five intraperitoneal (i.p.) tamoxifen (Tmx, 1 mg/day; MP Biomedicals) injections to induce *RhoA* deletion and were referred as mutant mice (Mut). *RhoA*^*flox/flox*^ mice injected with Tmx were used as control mice (Ctl).

No statistical difference in body weights were observed after Tmx in HSA-*Cre-ER*^*T2*^:*RhoA*^*flox/flox*^ and *RhoA*^*flox/flox*^ mice up to 2 months post Tmx injection.

Mice were genotyped by PCR using the following primers: Cre-F 5′-CCTGGAAAATGCTTCTGTCCG-3′; Cre-R 5′-CAGGGTGTTATAAGCAATCCC-3′; RhoAlox-F 5′-AGGGTTTCTCTGTACGGTAGTC-3′; RhoAlox-R 5′-GCAGCTAGTCTAACCCACTACA-3′.

Overload-induced hypertrophy (OV) of *plantaris* muscles of Ctl and Mut mice was induced through the incapacitation of *soleus* and *gastrocnemius* muscles by sectioning their tendon. This procedure was achieved in both legs. During the process of OV, Mut mice were injected with TMX at day 3, 5 and 7 post OV. At the indicated time (1 and 3wk post OV), *plantaris* muscles were dissected and subsequently processed for histological analyses. When indicated mice were administered intraperitoneally with 50 or 20 μg/g EdU (Life Technologies) or with 20μg/g GM6001 (Merck Millipore).

All animal experiments were conducted in accordance with the European guidelines for the care and use of laboratory animals and were approved by the institutional ethic committee and French Ministry of Research (number A751402).

### Method details

#### Macrophage depletion

Clodronate liposome and control liposome (Clophosome-A and control liposome anionic) were purchased from ChemQuest. Mice were injected with Clodronate- or control liposomes (0.15 mL administrated intraperitoneally i.p.) 1 day prior overload-induced hypertrophy. Additionally, liposomes (Clodronate- or control) were continued to be administrated day 1, 4, 6, 9, 12, 15 and 18 post-surgery (0.1 mL, i.p.). The muscles were harvested 7 days or 21 days post compensatory hypertrophy. No statistical difference in body weights were observed after Clodronate injections in Tmx-treated HSA-*Cre-ER*^*T2*^:*RhoA*^*flox/flox*^ and *RhoA*^*flox/flox*^ mice.

#### MMP activity

Fourteen μm thick cryostat sections of *Plantaris* were air dried at room temperature and pre-incubated 5min in dye-quenched (DQ) buffer with 0.01% Triton X-100 (buffer supplied by the manufacturer, Invitrogen/Molecular Probes) thrice. Sections were then overlaid with a fluorogenic substrate DQ gelatin (Invitrogen/Molecular Probes) diluted 1/100 in the DQ buffer and incubated for 2 hr at 37°C. Slides were then rinsed 10 min in PBS containing 0.01% Triton X-100 thrice. Cleavage of the substrate by gelatinases results in increase of fluorescence intensity by unblocking of quenched fluorescence. After washing, sections were used for immunohistochemical staining. The gelatinolytic activity (fluorescein-conjugated DQ-gelatin), dystrophin labeling (Alexa 546) and nuclei (DAPI) were acquired using an IXplore Spinning Disk microscope with a 60X objective (PLAN APOCHROME, NA 1.42), coupled with a sCMOS Orca flash 4.0 V3 camera (Hamamatsu).

#### SUnSET

The SUnSET, or SUrface SEnsing of Translation, technique allows estimation of global protein synthesis in tissue of living animals, specifically involves the use of an anti-puromycin antibody for the immunological detection of puromycin-labeled peptides. Briefly we injected mice with puromycin (Sigma) at 0.04 μg/g body mass via an i.p. injection 30min before samples harvesting. Western blot was then performed with a mouse anti-puromycin antibody (1/1000 Merck Millipore) and HRP-conjugated anti-mouse secondary antibody. Puromycin incorporation was measured by Fusion FX system (Vilber company) with Comassie blue staining as loading control.

#### Multiphoton imaging and characterization of ECM topography and architecture

*Plantaris* muscle was excised and placed in 2% paraformaldehyde (PFA) for 1hr at 4°C and then included in agarose low gelling 6%. Muscle was then sliced in thick sections (300μm) using a Leica VT1200 S vibratome (Leica Microsystems, Wetzlar, Germany). Leica SP5 multiphoton microscope (Leica Microsystems, Wetzlar, Germany) coupled with an Ultra II Chameleon Coherent TI:sapphire laser (Coherent, Saclay, France) was used to image collagen fibers by second harmonic generation microscopy. The laser beam was circularly polarized and a Leica Microsystems HCX IRAPO 25×/0.95 W objective was used. From z-stack images, the tortuosity was calculated using collagen fibrils Feret’s diameter divided by length (ImageJ software) of at least 50 single collagen fibrils per sample, as described in (Stearns-Reider et al., 2017).

#### Primary muscle cell culture and recombinant virus transduction

Primary cultures were derived from hindlimb muscles of *RhoA*^*flox/flox*^ *mice* harbouring Pax7*-nGFP* transgene that allowed the prospective selection by flow cytometry (Fluorescence Activated Cell Sorting or FACS) of satellite cells as described in (Randrianarison-Huetz et al., 2018). In standard conditions, myoblasts were grown in growth medium (DMEM/F12, 2% Ultroser G (PALL Life Sciences), 20% Fetal Calf Serum) on plastic dishes coated with 0.02% Gelatin. For differentiation, myoblasts were seeded in Matrigel-coated dishes and cultured in differentiation medium (DMEM/F12, 2% Horse Serum). When indicated cells were treated with Rho activator II CN03 (Cytoskeleton, 2 and 4 μg/mL) and/or Erk inhibitor Binimetenib (Selleckchem, 6 μM).

To induce in culture the excision of the floxed *RhoA* allele in myotubes, *RhoA*^*flox/flox*^ myoblasts were differentiated for 3 days and then transduced with Ad-mCherry or Ad-Cre-mCherry adenoviruses (100MOI, Vector Biolabs).

To generate a stable *RhoA*^*flox/flox*^ cell line expressing GFP, RhoA^flox*/flox*^ myoblasts were transduced twice with recombinant Lenti-GFP (100MOI, Vector Biolabs) and 8 μg/mL of polybrene then selected by FACS sorting.

#### Cell mixing fusion assays

To analyze fusion, myotubes (at day 2 of differentiation) were transduced with Ad-Cre-mCherry or Ad-mCherry. Two days post transduction, they were co-cultured with Lenti-GFP transduced myocytes (myoblasts incubated overnight in DM). Two days later, cultured cells were fixed for 8 min in 4% PFA and nuclei were stained using DAPI and then mounted in Dako Fluorescence Mounting Medium and kept at 4°C until image acquisition. Fusion events were scored by counting the dual-labeled cells (green cells GFP^+^/mCherry^+^). The number of fusion events was normalized by the total number of nuclei.

#### Single fiber isolation

*Plantaris* muscles were dissected from the legs by handling tendons only. Muscles were then placed in Collagenase Type I solution (2 mg/mL in DMEM; Life Technologies) and incubated in shaking water bath at 35°C for 50 min. Muscles were transferred to DMEM-filled horse serum–coated Petri dishes (to prevent fiber attachment to the plastic) using heat-polished glass Pasteur pipettes (with bore sizes that are just big enough to let the muscle go through). One at a time, muscles were triturated until fibers were separated. The bulk of fibers were then transferred to a Petri dish, and the dish containing the isolated fibers was placed in the culture incubator. The fibers should not be hypercontracted. Under the dissecting scope they should look long thin and shiny. After 15min, the damaged fibers shrink and the good fibers were collected, washed in PBS and freezed in liquid nitrogen in order to perform RNA extraction later.

#### Muscle section immunostaining

*Plantaris* muscles were collected and snap-frozen in liquid nitrogen-cooled isopentane. Eight μm-thick muscle sections were fixed in 4%PFA for 8 min at room temperature and blocked overnight at 4°C in PBS 1×, 10% Horse serum, 0.5% Triton X-100. Then, they were incubated with primary antibodies overnight at 4°C in PBS 1×, 10% Horse serum, 0.5% Triton X-100. The following primary antibodies were used: mouse anti-Dystrophin (Novocastra, NCL-Dys2, 1/50), anti-F4/80 (Invitrogen, MA1-91124, 1/400), rabbit anti-phospho-S6 Ribosomal Protein (Ser235/236) (Cell Signaling, 4858, 1/100), rabbit anti-Laminin (Sigma, L9393, 1/200) or rat anti-laminin (Sigma, L0663, 1/100). After washes in PBS 1x, sections were incubated with secondary antibodies for 1hr at room temperature. The following secondary antibodies used were goat anti-mouse IgG1 Alexa 488 (ThermoFisher, A21121, 1/1000) and donkey anti-rabbit Alexa 546 (LifeTechnologies, A10040, 1/1000). Nuclei staining were performed using DAPI. Muscles sections were then mounted in Dako Fluorescence Mounting Medium and kept at 4°C until image acquisition.

For Pax7 staining, muscle sections were fixed in 4%PFA for 8 min at RT and permeabilized in ice-cold methanol for 6 min. Muscle sections were treated with Antigen Unmaking Solution pH6 (Vector, H-3300) 15 min at 95°C and cooled on ice for 30 min. Blocking and incubation with primary and secondary antibodies were conducted as described in the previous paragraph. Primary mouse anti-Pax7 antibody (Santa Cruz, sc-81648) was used at dilution 1/50.

EdU detection was performed using Click-iT EdU Alexa Fluor 647 kit, according to the manufacturer’s instructions (Life Technologies).

#### Western blot analysis

*Plantaris* muscles were lysed in RIPA buffer (Sigma) and proteins were separated through denaturating SDS-PAGE electrophoresis using Mini-Protean TGX precast gels 4-15% (Biorad) and transferred on PVDF or Nitrocellulose (0.2μm, Biorad) membrane using the Trans-Blot turbo transfer system (Biorad). Membranes were blocked with 5% skinned milk in TBS-1% Tween (TBST) 1hr at room temperature and probed overnight at 4°C with primary antibodies in TBST 5% BSA. The following antibodies were used: mouse anti-RhoA (Santa Cruz, sc-418, 1/150), rabbit anti-P-Akt (Cell Signaling, #9271S, 1/1000), rabbit anti-Col1 (Abcam, ab34710, 1/1000), rabbit anti-Fibronectin (Sigma F3648, 1/1000), rabbit anti-Erk2 (Cell Signaling, #9102, 1/1000), rabbit anti-P-Erk1/2 (Cell Signaling, #9101, 1/1000), rat anti-TenascinC (Invitrogen, MA1-26778, 1/200), and mouse anti-Gapdh (Cell Signaling, D16H11, 1/1000). Following washing in TBST, membranes were hybridized with secondary antibodies goat anti-mouse- or goat anti-rabbit-coupled to HRP (ThermoFisher, 62–6520 and A27036, 1/10,000). Proteins were revealed using SuperSignal West Femto substrate (ThermoFisher).

#### Image acquisition

Fluorescence images were acquired using an Olympus BX63F microscope with 10× (UplanFL, NA 0.3×) and 20× objectives (UPLSAPO, NA 0.75), coupled with an ORCA-Flash4.0 LT camera (Hamamatsu), or using a Zeiss Axiovert 200M microscope with 5× (PLANFLUAR, NA 0.25×) and 20× objectives (LD PLANNEOFLUAR, NA 0.4), coupled with a CoolSnap-HQ camera (Photometrics), or using a Spinning Disk confocal microscope (Yokogawa X1) with a 100× oil-immersion objective (HCX PL APO, NA 1.47), coupled with a CoolSnap-HQ^2^ camera (Photometrics) and Metamorph 7.7.5 (Molecular Devices). Images were merged and edited in ImageJ. Background was reduced using brightness and contrast adjustments applied to the whole image.

#### Morphometric analysis

Myofiber cross-section area (CSA) was analyzed by using immunostaining of Dystrophin, marking myofiber sarcolemma, and then using MuscleJ tool (Mayeuf-Louchart et al., 2018) or ImageJ macro previously developed in our laboratory (Randrianarison-Huetz et al., 2018). Between 600 and 800 myofibers were analyzed. For the quantification of the number of nuclei per myofibers ImageJ was used and at least 500 myofibers were counted per muscle.

#### RNA extraction and RT-qPCR

Total RNA was extracted using TRIzol reagent and reverse-transcribed with SuperScript III reverse transcriptase (Invitrogen). cDNA was synthesized from 1μg of RNA. Quantitative PCR analysis was performed using a Light Cycler (Roche) according to the manufacturer’s instructions using a SYBR Green I kit (Roche). Values were normalized using *Hydroxymethylbilane synthetase* (*Hmbs*). The following primers were used: RhoA-F 5′-AACCTGTGTGTTTTCAGCACC-3′; RhoA-R 5′-ACCTCTGGGAACTGGTCCTT-3′; MuRF1-F 5′-GAATAGCATCCAGATCAGCAG-3′; MuRF1-R 5′-GAGAATGTGGCAGTGTTTGCA-3′; MAFbx-F 5′-TGTGGGTGTATCGGATGGAGA-3′; MAFbx-R 5′-CTGCATGATGTTCAGTTGTAAGC-3′; Mmp9-F 5′-TCCTACTCTGCCTGCACCACTAAAG-3′; Mmp9-R 5′-CTGTACCCTTGGTCTGGACAGAAAC-3′, Mmp13-F 5′-AGTTGACAGGCTCCGAGAAA-3′; Mmp13-R 5‘-CACATCAGGCACTCCACATC-3’; Adam8-F 5′-GCAGGACCATTGCCTCTACC-3′; Adam8-R 5′-TGGACCCAACTCGGAAAAAGC-3′; Ccl3-F 5′-TTCTCTGTACCATGACACTCTGC-3′. Ccl3-R 5′-CGTGGAATCTTCCGGCTGTAG-3′; Cx3Cl1-F 5′-ACGAAATGCGAAATCATGTGC-3′; Cx3Cl1-R 5′-CTGTGTCGTCTCCAGGACAA-3′; Col1α2-F 5′-GTAACTTCGTGCCTAGCAACA-3′; Col1α2-R 5′-CCTTTGTCAGAATACTGAGCAGC-3′; Tnc-C-F 5′-CACACACCGCATCAACATCC-3′; Tnc-C-R 5′-GACGACTTCTGCAGCTTGGA-3′; Fn-F 5′-GGCCACACCTACAACCAGTA-3′; Fn-R 5′-TCGTCTCTGTCAGCTTGCAC-3′; Hmbs-F 5′-TGCACGATCCTGAAACTCTG-3′; Hmbs-R 5′-TGCATGCTATCTGAGCCATC-3′.

#### Affymetrix microarrays

Microarray analysis was performed from: i) four *plantaris* muscles coming from four different mice per group. Four conditions (groups) were analyzed: SO Ctl, 1wOV Ctl, SO Mut, 1wOV Mut; ii) three independent *RhoA*^*flox/flox*^ differentiated myoblast cultures transduced with Ad-mCherry or Ad-Cre-mCherry adenoviruses for 2 days. Total RNAs were obtained using TRIzol reageant and DNAse treatment (Qiagen). RNA integrities were certified on bioanalyzer (Agilent). Hybridation to Mouse Gene 2.0-ST arrays (Affymetrix) and scans (GCS3000 7G expression Console software) were performed on the Genom’IC plateform (Institut Cochin, Paris). Probe data normalization and gene expression levels were processed using the Robust Multi-array Average (RMA) algorithm in expression Console software (Affymetrix). Gene ontology analysis was performed using Ingenuity (IPA) software.

### Quantification and statistical analysis

Quantitative data sets were analyzed using an unpaired parametric t-test with Welsh correction (Figures 1B, 1C, 4B, 6B, 6E, 7E, S4B, and S4D) (when two groups were analyzed), two-way ANOVA with Sidak’s multiple comparisons test (Figures 1D, 1F, 1G, 1H, 2A, 2B, 2C, 2E, 2H, 3D, 3E, 4A, 5A, 5B, 5C, 5D, 6C, 7A, 7C, 7E, 7F, 7G, S1A, S1B, S2A–S2D, andS3) (when two categorial variables were analyzed), one-way ANOVA with Sidak’s multiple comparisons test (Figures 4C, 6B, 6D, 6E, 6F, 6G, and 7D) (for three or more groups), using GraphPad Prism 6.0 software. Statistical significance was set at a p value<0.05.

## Data Availability

Transcriptomic data have been deposited in the Gene Expression Omnibus as accession GEO: GSE166597 and GEO: GSE166598. This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: RhoA within myofibers controls satellite cell microenvironment to allow hypertrophic growth
**Source:** iScience. 2021 Dec 11;25(1):103616. doi: 10.1016/j.isci.2021.103616
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S4

Supplemental information

RhoA within myofibers controls satellite cell microenvironment to allow hypertrophic growth

**Chiara Noviello, Kassandra Kobon, Léa Delivry, Thomas Guilbert, Florian Britto, Francis
Julienne, Pascal Maire, Voahangy Randrianarison-Huetz, and Athanassia Sotiropoulos**

Figure S1

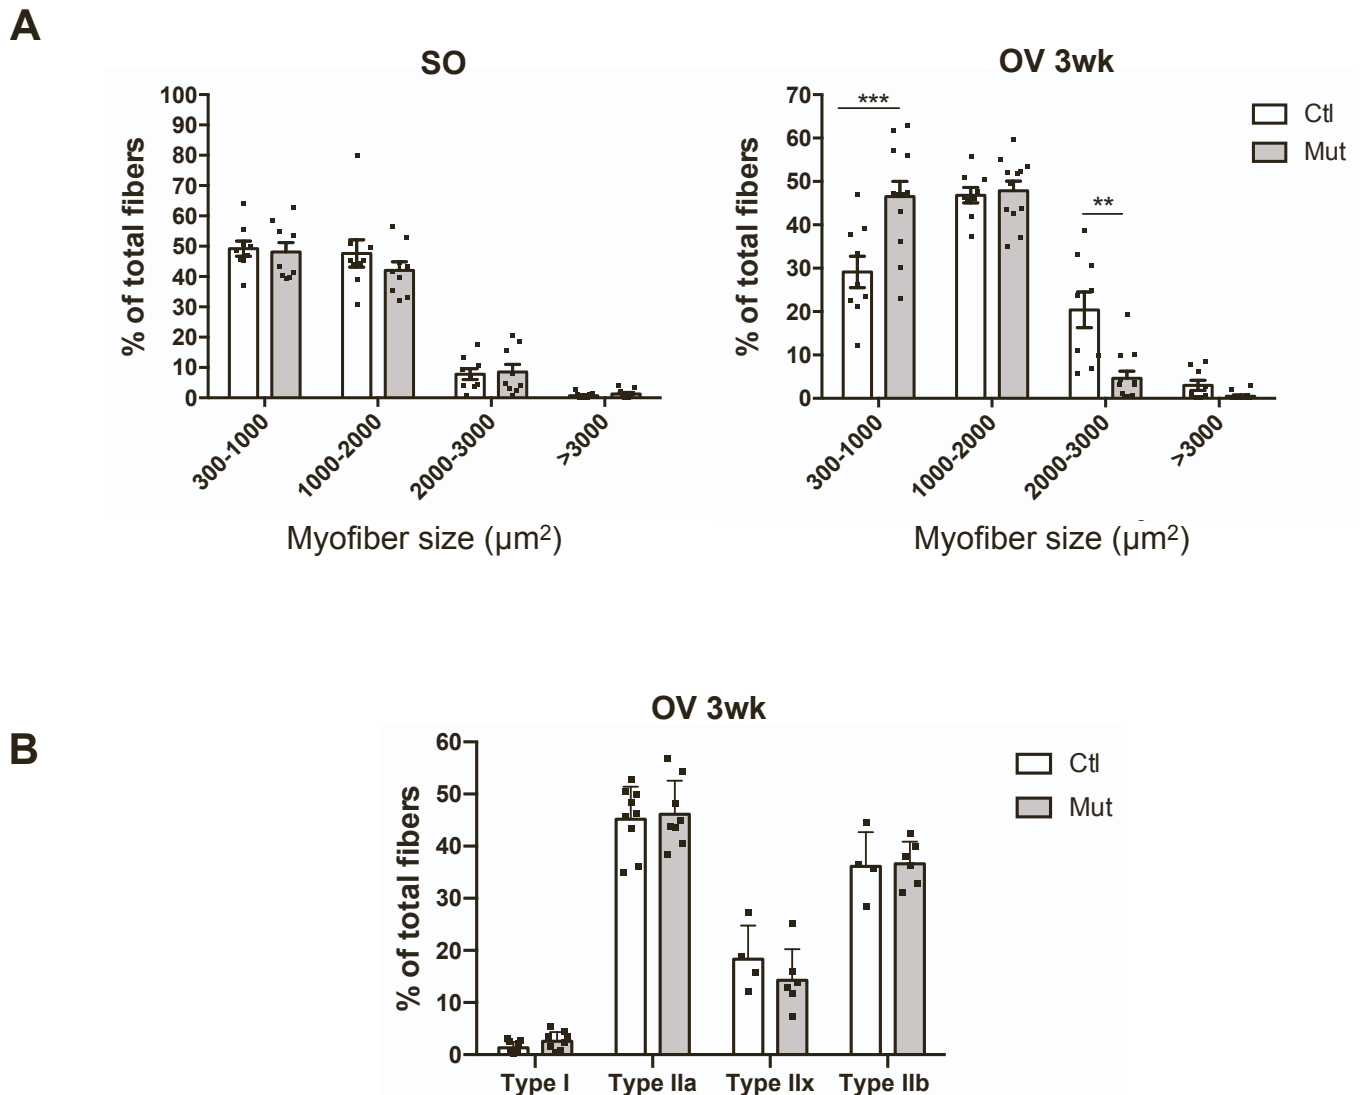

Figure S1. RhoA loss within myofibers does not affect myofiber type. (A) Myofiber CSA (μm^2) distribution of SO *Plantaris* muscle (left panel) and 3wk after OV (right panel) in Ctl and Mut mice (n=9-12). (B) Percentage of myofiber type in *plantaris* muscle after 3wk OV in Ctl and Mut (n=4-9). Data are mean $\pm$ SEM. *pvalue<0.05, ***pvalue<0.001. Related to Figure 1.

Figure S2

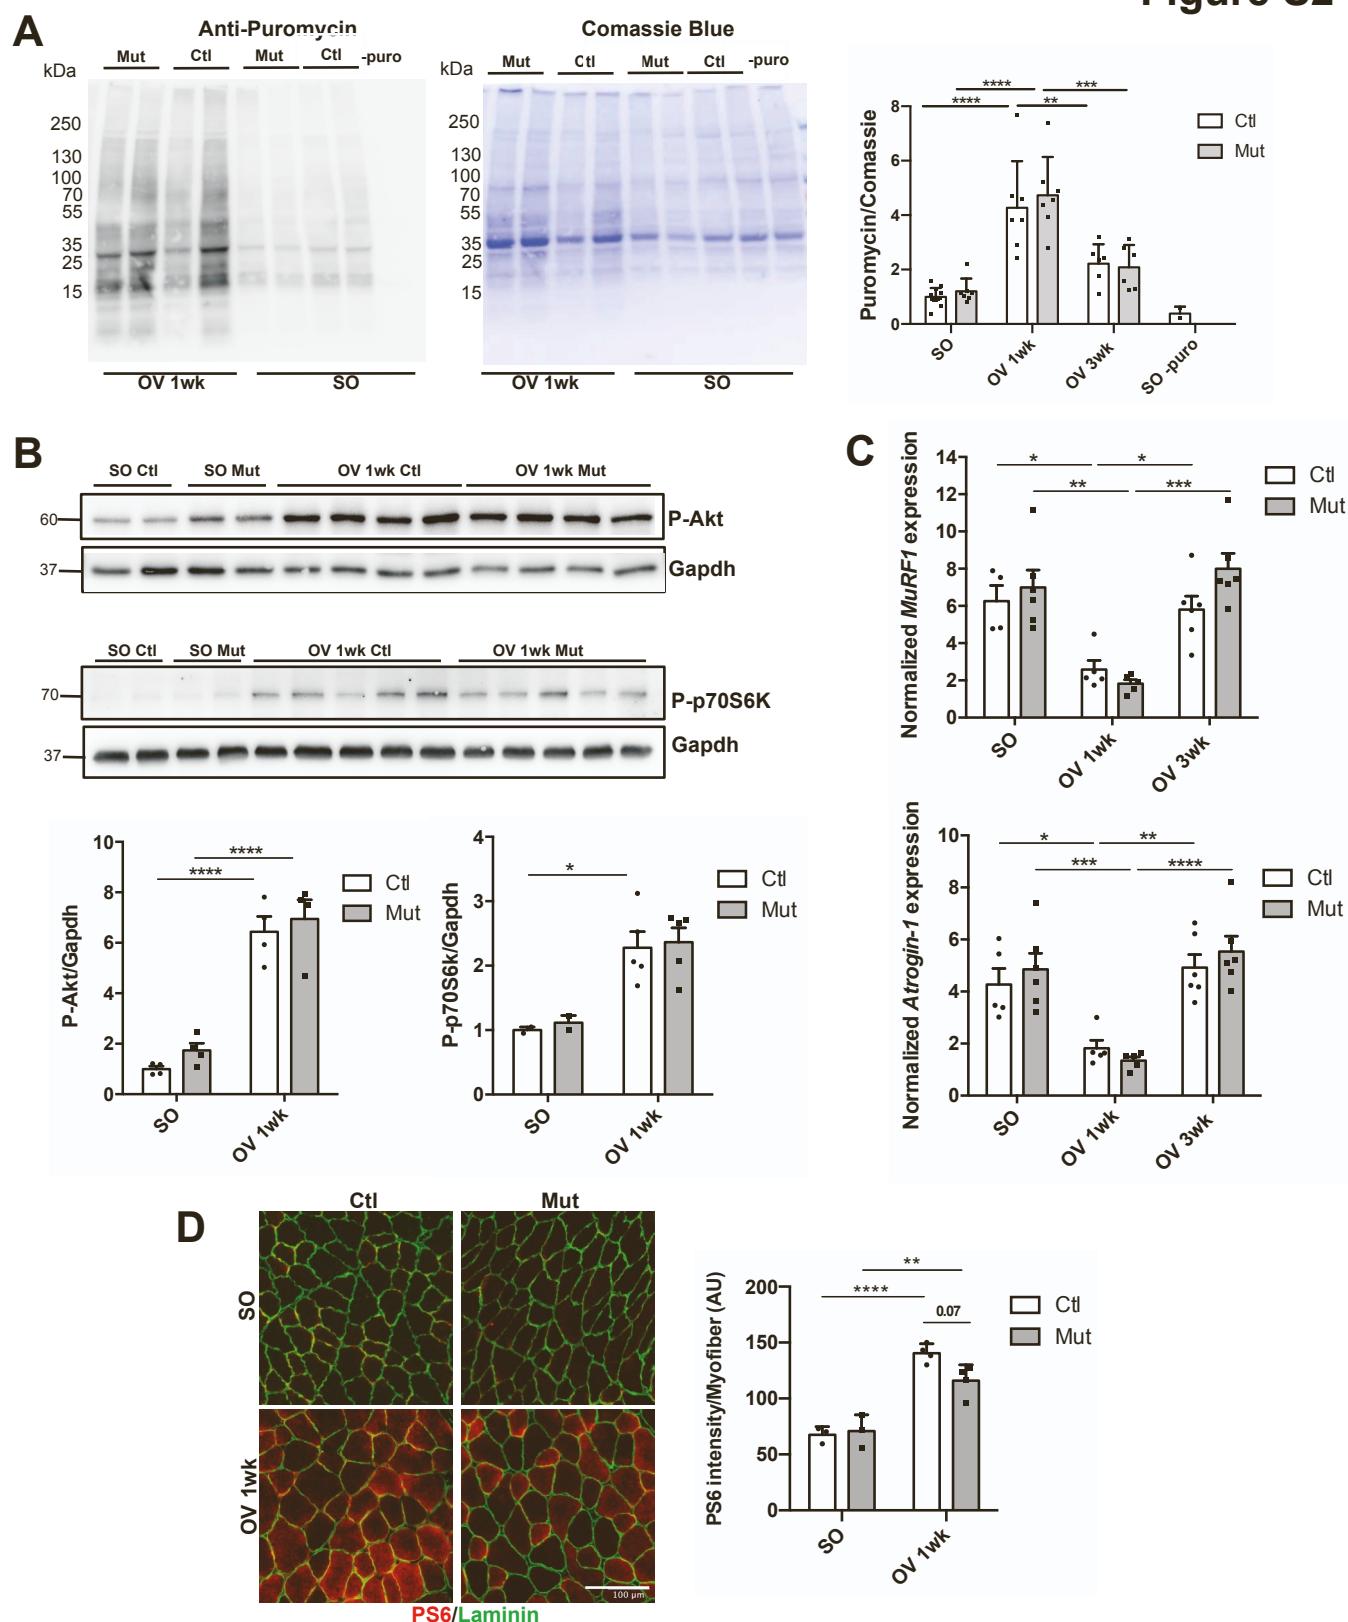

Figure S2. RhoA is not required for Akt dependent signaling and protein synthesis. (A) Representative SUNSET experiment performed on Ctl and Mut plantaris muscles before (SO) and after 1wk and 3wk OV. Puromycin was injected 30 min before harvesting. Puromycin-labeled peptides were quantified by Western blot using anti-Puromycin antibody. Coomassie was used as a loading control (n=4-8). Ratio of the quantification of Puromycin to Coomassie is shown in the right panel. (B) Phosphorylated Akt and p70S6K were analysed by Western blot in Ctl and Mut *plantaris* before (SO) and after 1wk OV. Gapdh was used as a loading control (n=4). Ratio of the quantification of P-Akt or P-p70S6K to Gapdh is shown in the right panel. (C) *MuRF1* and *Atrogin-1* mRNA expressions were analysed by RT-qPCR in Ctl and Mut *plantaris* before (SO) and after 1 and 3wk OV (n=4-6). Data were normalized by *Hmbs* expression. (D) Intensity of PS6 staining per myofiber on Ctl and Mut muscles sections before and after 1wk OV (n=3-4). Myofibers were delimited using Laminin staining, PS6 fluorescence intensity was measured in 75 to 100 myofibers per condition. Data are mean±SEM. *pvalue<0.05, **pvalue<0.01, ***pvalue<0.001, ****pvalue<0.0001. Related to Figure 1.

Figure S3

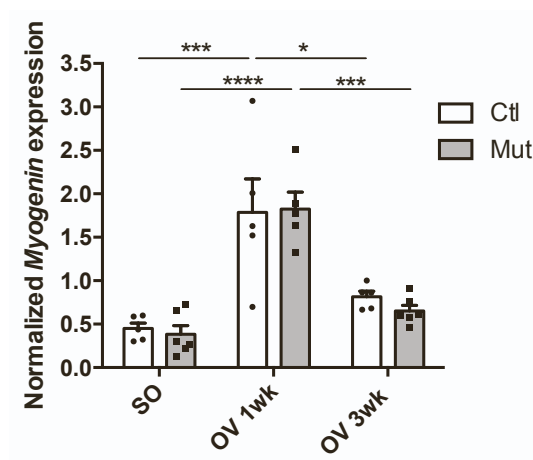

Figure S3. RhoA loss within myofibers does not affect *Myogenin* expression. *Myogenin* mRNA expression was analysed by RT-qPCR in Ctl and Mut *plantaris* muscles before (SO) and after 1 and 3wk OV (n=5-6). Data were normalized by *Hmbs* expression. Data are mean±SEM. **pvalue<0.01, ***pvalue<0.001, ****pvalue<0.0001. Related to Figure 2.

Figure S4

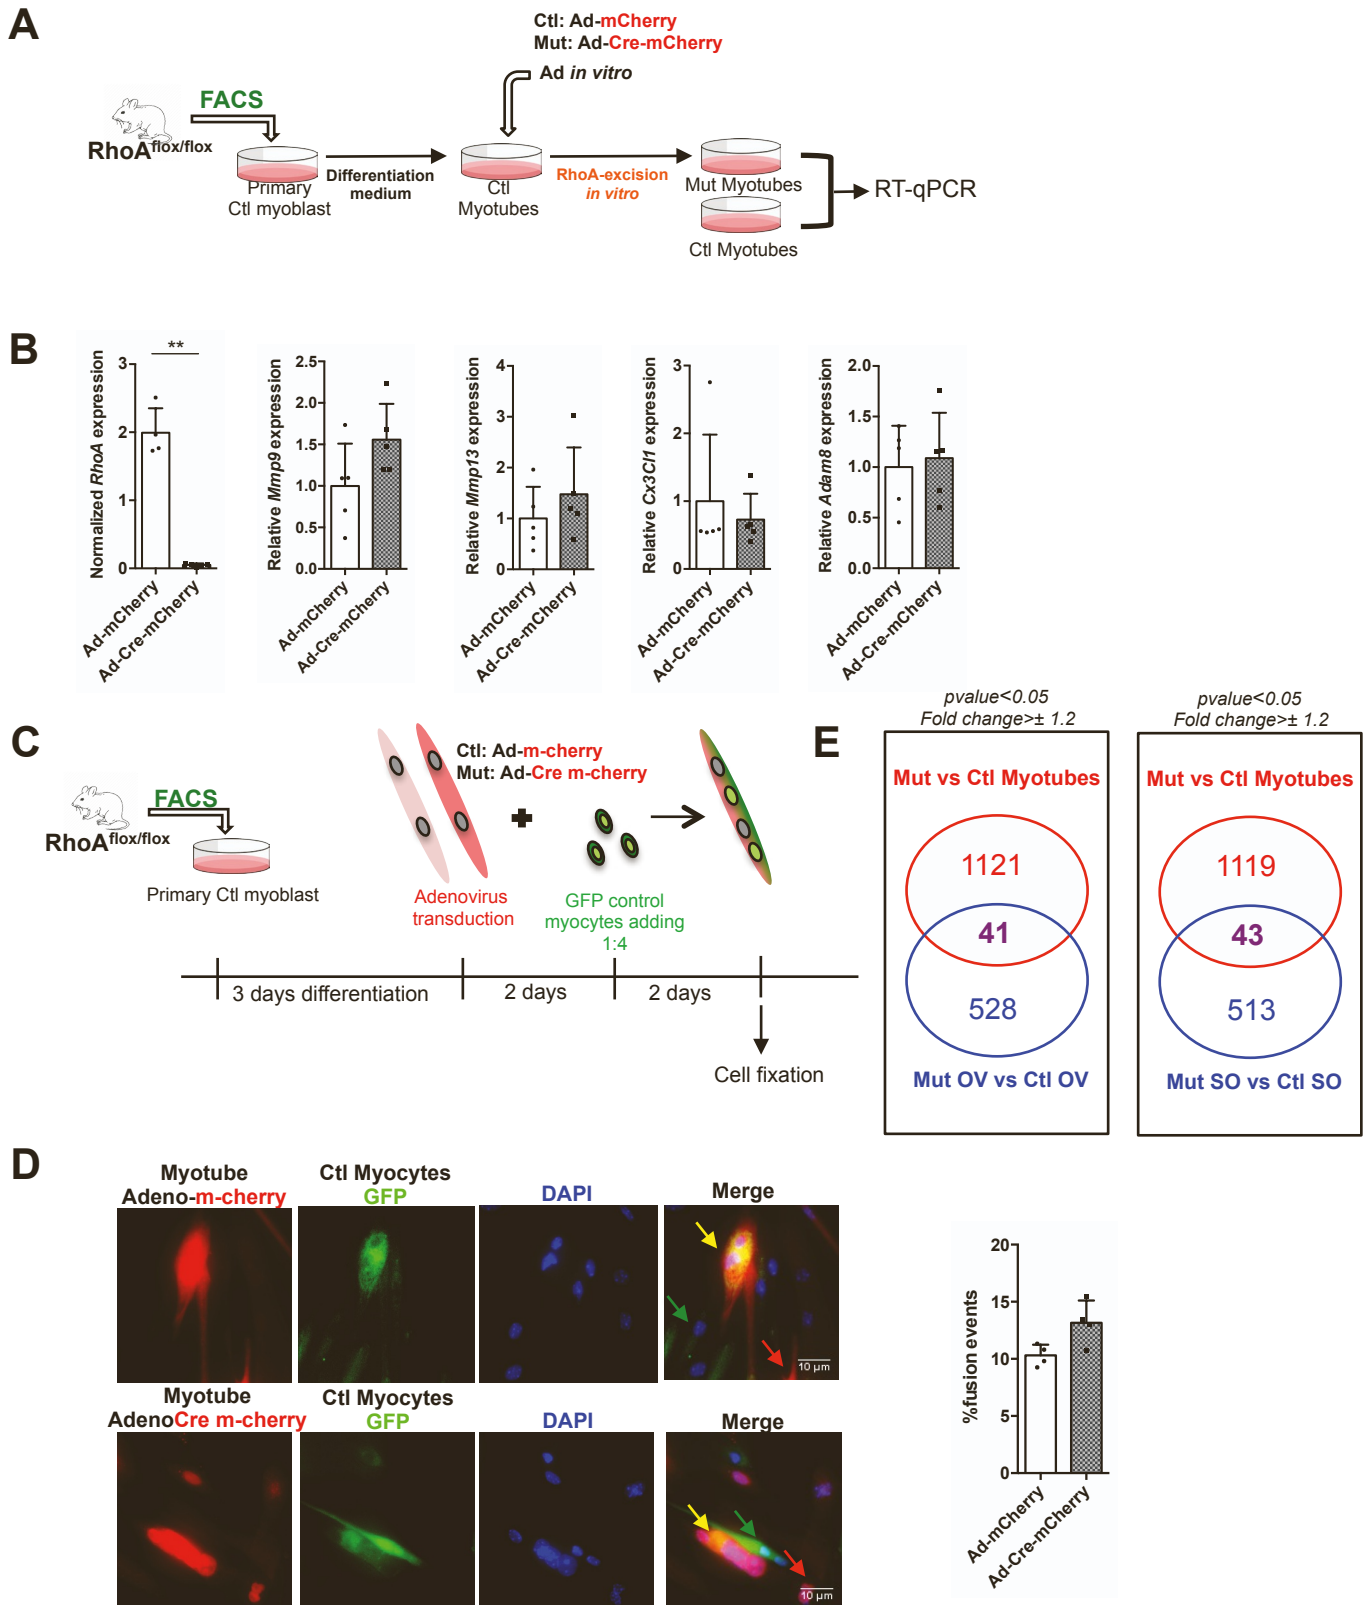

Figure S4. RhoA loss within myotubes *in vitro* does not affect myoblast fusion. (A) $RhoA^{flox/flox}$ Myotubes (at 3 days post differentiation) were transduced with Ad-mCherry (Ctl, red) or Ad-Cre-mCherry (Mut, red) and harvested 2 days later. (B) *RhoA*, *Mmp9*, *Mmp13*, *Adam8* and *Cx3C1* expressions were analysed by RT-qPCR in $RhoA^{flox/flox}$ myoblasts transduced with Ad-mCherry or Ad-Cre-mCherry to induce RhoA loss. Data were normalized by *Hmbs* expression ($n=4-5$). (C) Myotubes transduced with Ad-mCherry (Ctl, red) or Ad-Cre-mCherry (Mut, red) were mixed with Ctl myocytes transduced with Lenti-GFP (green). After 48hr of co-culture, myotubes were analysed for dual labeling. (D) The percentage of dual-labeled cells per total number of nuclei (fusion events) was scored ($n=3$). (E) Affymetrix analysis has been performed from mRNA from Myotubes transduced with Ad-mCherry (Ctl) or Ad-Cre-mCherry (Mut). Venn diagram showing the intersection between genes differentially regulated by RhoA (fold change $\geq \pm 1.2$; $pvalue < 0.05$) in Myotubes, and *plantaris* overloaded muscles (Mut OV vs Ctl OV) or *plantaris* sham operated (Mut SO vs Ctl SO). Data are mean $\pm$ SEM. ** $pvalue < 0.01$. Related to Figure 3.

Figure S5

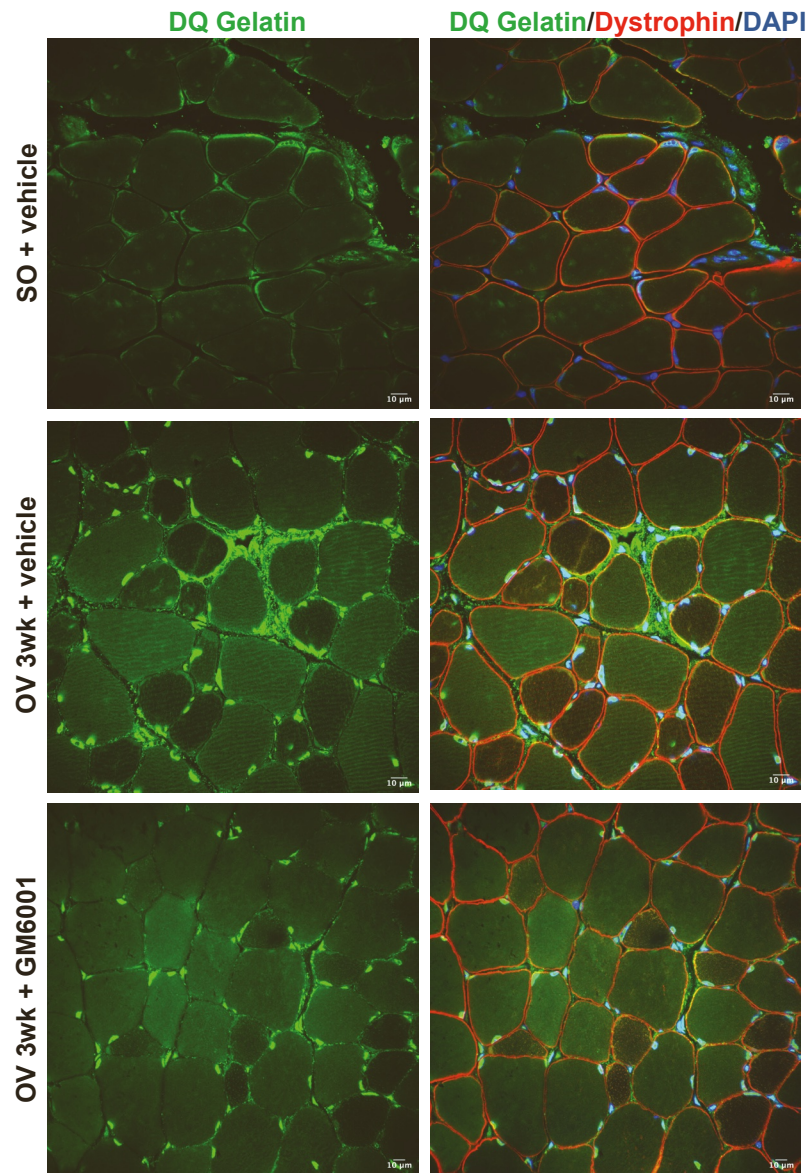

Figure S5. GM6001 treatment inhibits Mmps activity. Representative images of gelatinase activity (DQ-gelatin, green) in muscle section from vehicle- and GM6001-treated SO and OV mice. *In situ* zymography is represented in *Plantaris* muscle section. Note the OV induces prominent increase of the fluorescent signal both in the cell nuclei and in the interstitial space and that GM6001 treatment reduces gelatinase activity. Scale bar 10 µm. Related to Figure 7.

Figure S6

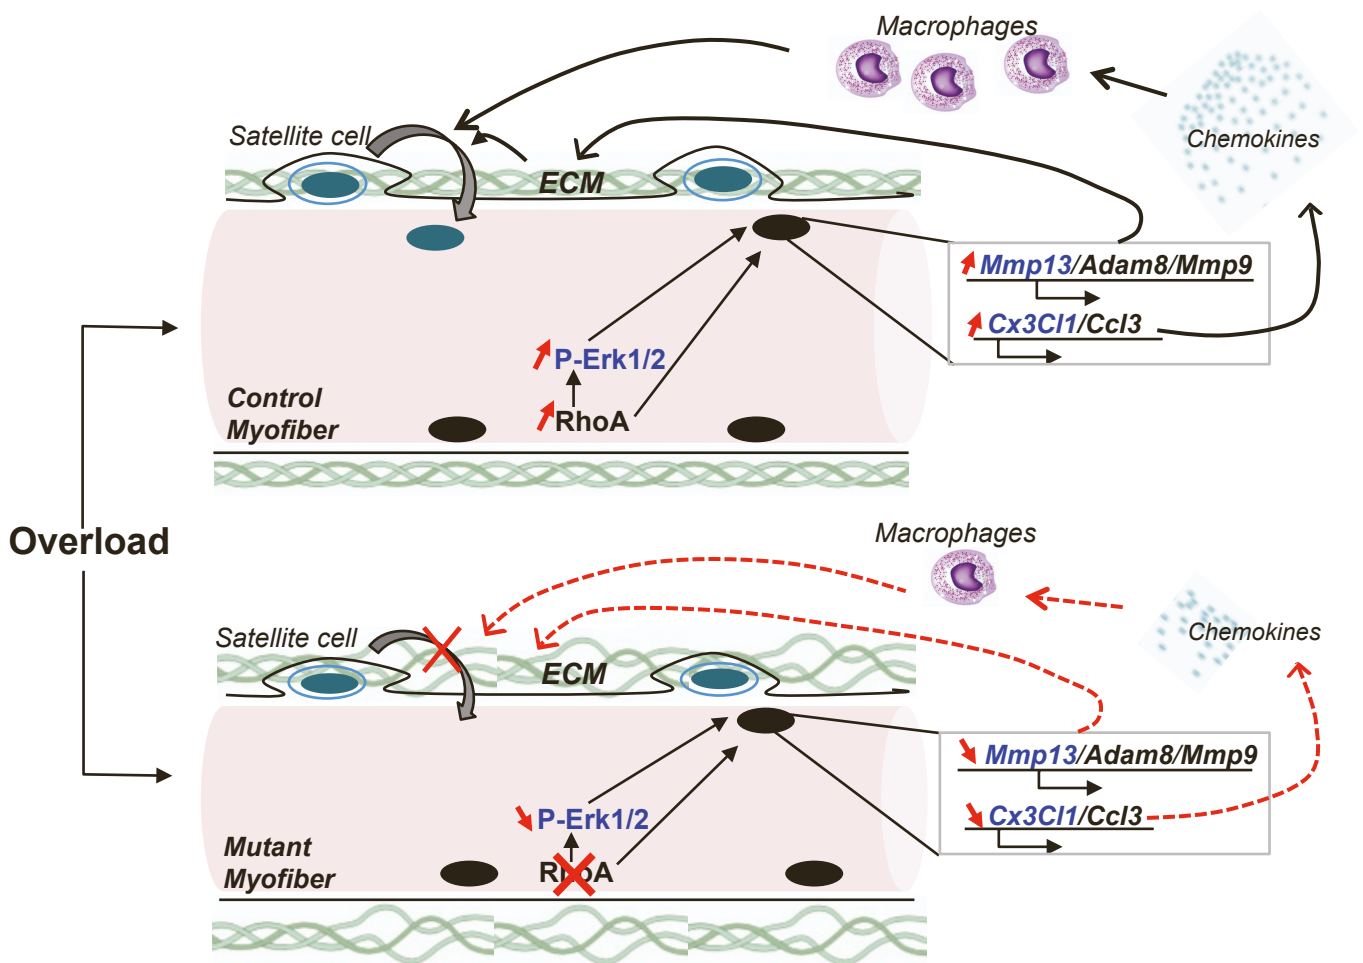

Figure S6. Schematic model: in response to increased workload, RhoA within myofibers gets activated and modulates *Mmp13/Cx3cl1* and *Mmp9/Adam8/Ccl3* expressions in a Erk-dependent and independent manner respectively. In turn, *Mmp9/Mmp13/Adam8* modify ECM organization and *Cxcl3/Ccl3* chemokines attract macrophages that will remodel SC microenvironment and thus support skeletal muscle hypertrophy and SC accretion. Related to Figure 1 to 7.

Table S1 - Microarray GO analysis in control *plantaris* 1 week after overload versus SO (related to Figure 1 and 3)

**Canonical Pathways**	**pvalue**	**Z-score**
Integrin Signaling	2.0 ^E -11	4.07
IL-8 Signaling	5.6 ^E -09	4.12
Fcγ ₃ Receptor-mediated Phagocytosis in Macrophages and Monocytes	6.6 ^E -09	5.25
Remodeling of Epithelial Adherens Junctions	2.0 ^E -08	2.23
Leukocyte Extravasation Signaling	5.6 ^E -08	3.75
Regulation of Actin-based Motility by Rho	1.2 ^E -07	4.23
**RhoA Signaling**	**2.5^E-07**	**3.71**
Rac Signaling	4.7 ^E -07	4.15
Glioma Signaling	8.1 ^E -07	2.14
Phospholipase C Signaling	1.5 ^E -06	3.16
Actin Nucleation by ARP-WASP Complex	1.5 ^E -06	3.88
Cdc42 Signaling	2.0 ^E -06	2.54
Dendritic Cell Maturation	4.3 ^E -06	3.44
Colorectal Cancer Metastasis Signaling	6.3 ^E -06	3.44
Signaling by Rho Family GTPases	6.8 ^E -06	3.47
p70S6K Signaling	7.1 ^E -06	2.56

Table S2 –Common genes differentially expressed in Myotubes expressing or not RhoA and in Control vs Mutant overloaded-*plantaris* that were similarly regulated (up or down) (related to Figure 3 and Figure S4)

Gene Symbol	Myotubes lacking RhoA vs Ctl		Overloaded-plantaris Mut vs Ctl	
	Fold Change	pvalue	Fold Change	pvalue
<i>AmmerR1</i>	-1.92	0.009	-1.233	0.00182
<i>Bcl2A1</i>	-1.63	0.0051	-1.623	0.0148
<i>Csnk1g1</i>	-1.76	0.004	-1.235	0.00366
<i>Cst12</i>	-1.33	0.0027	-1.221	0.00989
<i>Lrp11</i>	-1.91	0.0082	-1.25	0.022
<i>RhoA</i>	-1.68	0.0181	-1.204	0.00418
<i>Slx4</i>	-1.43	0.0054	-1.283	0.0117
<i>Znf8</i>	-1.44	0.0144	-1.216	0.00272
<i>1700001F09Rik</i> (includes others)	1.28	0.0481	1.306	0.0171
<i>Akap1</i>	2.78	0.0262	1.25	0.031
<i>Arpc5l</i>	1.46	0.0229	1.358	0.0146
<i>Chchd1</i>	1.35	0.0414	1.353	0.0218
<i>Cog4</i>	2.17	0.0284	1.267	0.0121
<i>Cox19</i>	1.69	0.0458	1.263	0.00886
<i>Crygd</i>	1.48	0.0129	1.369	0.021
<i>Lonp1</i>	1.5	0.044	1.246	0.0104
<i>Mrpl12</i>	1.58	0.0065	1.219	0.000396
<i>Mrpl53</i>	1.72	0.0404	1.248	0.0032
<i>Ndufb5</i>	1.23	0.0274	1.21	0.00386
<i>Neurl2</i>	1.81	0.0152	1.271	0.00937
<i>Pipox</i>	1.24	0.0384	1.267	0.0319
<i>PolR2F</i>	2.32	0.0366	1.302	0.00096
<i>Ppa1</i>	2.56	0.0391	1.226	0.0141
<i>Timm10</i>	1.86	0.0108	1.217	0.0458
<i>Twf2</i>	2.38	0.014	1.26	0.00321

Table S3 –Common genes differentially expressed in Myotubes expressing or not RhoA and in Control vs Mutant *SO-plantaris* that were similarly regulated (up or down) (related to Figure 3 and Figure S4)

Gene Symbol	Myotubes lacking RhoA vs Ctl		Sham Operated-plantaris Mut vs Ctl	
	Fold Change	pvalue	Fold Change	pvalue
<i>Cep170</i>	-2.93	0.0139	-1.254	0.0429
<i>Cyth3</i>	-2.12	0.0027	-1.274	0.0406
<i>Eda2r</i>	-1.96	0.0047	-1.34	0.0346
<i>Sclt1</i>	-1.74	0.0353	-1.235	0.0046
<i>Arid2</i>	-1.64	0.0181	-1.208	0.00991
<i>Slc39a10</i>	-1.63	0.0243	-1.221	0.0397
<i>Hsd3b1</i>	-1.62	0.0177	-1.364	0.0365
<i>Tlr4</i>	-1.52	0.0488	-1.375	0.0139
<i>Optc</i>	-1.48	0.0476	-1.259	0.0478
<i>Ssbp2</i>	-1.45	0.0322	-1.227	0.0147
<i>C14orf28</i>	-1.42	0.0421	-1.254	0.0213
<i>Pus10</i>	-1.42	0.0322	-1.298	0.0454
<i>Gm10408 (includes others)</i>	-1.4	0.0312	1.324	0.00291
<i>Ptprc</i>	-1.36	0.0341	-1.339	0.00811
<i>Arl14ep1</i>	-1.35	0.0151	-1.273	0.0466
<i>Mospd4</i>	-1.29	0.044	-1.215	0.00784
<i>1700009j07rik</i>	-1.28	0.0091	-1.297	0.0159
<i>Klk3</i>	1.23	0.0449	1.26	0.000858
<i>Hsd17b14</i>	1.26	0.0196	1.212	0.0149
<i>Klra7 (includes others)</i>	1.28	0.0426	1.349	0.0155
<i>Mrm3</i>	1.43	0.0435	1.395	0.0333
<i>Gm12253</i>	1.46	0.0031	1.239	0.00801
<i>Crygd</i>	1.48	0.0129	1.4	0.0219
<i>Tbc1d22a</i>	1.51	0.0429	1.252	0.0156
<i>Igfbp1</i>	1.53	0.0111	1.254	0.019
<i>Scgb2b27 (includes others)</i>	1.53	0.028	1.22	0.0148
<i>Polr2j</i>	1.56	0.0448	1.391	0.00958
<i>Cox19</i>	1.69	0.0458	1.205	0.0387
<i>Mrpl15</i>	1.71	0.0283	1.261	0.013
<i>Ifi35</i>	1.72	0.0279	1.267	0.0303
<i>Borcs8</i>	1.8	0.0268	1.206	0.000825
<i>Timm10</i>	1.86	0.0108	1.336	0.0107
<i>Dhrs11</i>	2.39	0.023	1.247	0.0302
<i>Tprn</i>	2.75	0.025	1.372	0.0292

Table S4 – Predicted activated/inhibited Upstream Regulators in Control *plantaris* 1 week after overload vs SO but not in Mutant *plantaris* (related to Figure 3)

Function	Upstream Regulator		Activation Z-score	pvalue of overlap	Link with Mmps	Link with inflammation
Modulation of ECM	Mmp9	Peptidase	2.167	1.24E-04		
	Postn	Secreted extracellular matrix protein	2.199	4.17E-02		
	TnC	matricellular protein	2.427	1.73E-04	Mmp9 substrat<br>Generation of integrin-activating peptides	
	Cyr61	matricellular protein	2.457	1.27E-05		
	Loxl2	enzyme	2.392	7.54E-03		
	Plau	peptidase/in ECM	2.825	1.02E-03		
Integrin Receptor	Itga9	transmembrane receptor	3.569	5.45E-03	Generation of integrin-activating peptides from TnC	
	ItgaV	transmembrane receptor	2.218	9.51E-04		
Growth Factor	Pgf	growth factor VEGF sub-family	2.929	1.45E-03		
	Fgf	group/growth factor	2.128	9.91E-03	Mmp9 substrat/Active	
	Fgf7	growth factor	2.643	6.68E-04	Mmp9 substrat/Active	
	Gdf2	growth factor	2.923	2.71E-02		
	Egfr	kinase/ growth factor receptor	2.721	2.24E-03		
Cytokines	Faslg	cytokine	2.583	3.56E-02	Cleaved by Mmp7	
	Tnf (family)	group/cytokine	3.455	9.01E-04	Mmp9 substrat	
	TgfbR1	cytokine receptor	2.308	3.35E-03	Generation of active Tgfb by Mmp9	
	Il3	cytokine	2.389	1.76E-03		Activation of macrophages
	Il17Ra	cytokine receptor	2.686	3.56E-02		
	Gm-csfR	group/cytokine receptor	3.229	8.76E-03		Macrophage survival
Chemokine	Ccl2	chemokine chemoattractant	3.630	4.59E-03		Recrutes monocytes
	CcR1	Ccl3 chemokine receptor	2.387	1.49E-06		Macrophage chemoattractant
	CcR2	CCL2 chemokine receptor	2.452	3.26E-03		Recrutes monocytes
	CxCl1	chemokine chemoattractant	2.800	1.62E-02	Mmp9 substrat /Active	Regulation of inflammatory response
	CxCR4	CXCL12/Sdf1 chemokine receptor	2.798	7.82E-03		
Signaling	Mapk3/Erk1	Kinase	2.790	1.19E-02		
	Mapk8	Kinase	2.344	6.34E-04		
	Stat3	transcription regulator	3.036	3.26E-07		
	Rock2	kinase	2.393	3.44E-03		
	RelA	transcription regulator Nfkb	2.408	2.18E-02		
	Sn50 peptide	Nfkb inhibitor	-2.608	2.11E-02		
Other	SerpinA4	protease inhibitor	-2.171	3.67E-03	Mmp9 substrat/Inactive

How the deposited data were processed for this re-analysis (not part of the article)

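RNA was measured on 8 arrays, 4 of *RhoA* flox/flox myotubes transduced with Ad-mCherry and 4 of myotubes transduced with Ad-Cre-mCherry. The condition and replicate number of each array come from the submitters' labels and the conditions from the paper. The *plantaris* muscle arrays were not analysed here. The authors scanned the arrays and made the deposited log2 values with the RMA algorithm in Affymetrix Expression Console. RMA corrects the background, normalizes the arrays by quantiles and summarises the probes of a row. The versions of both are not given in the sources used here. The deposited values have 2 decimals and run from 2.05 to 19.89, with array medians of 4.78 to 4.87 and correlations between arrays of 0.961 to 0.992. Each array holds 254 to 283 values above 16. Whether a step beyond RMA was applied is not given in the sources used here, so fold changes are on the scale of the deposited values. No detection calls or background values were used, so how far a dim row lies above background is not known. RNA integrity was checked by the authors, and no value per array is used here. The labels name a column kit for the RNA and the paper names TRIzol.

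The value table has 22206 rows. Of these, 19572 pair with 1 gene symbol, 0 with several and 2634 are unnamed here. Where rows share a symbol, the row with the highest mean over all 8 arrays stands for the gene, which leaves 19505 genes. No coordinates are given. Gene length is the span of the gene in the GRCm38.p6 annotation, which has a value for all 19505 genes.

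From the deposited values, each gene was compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over 19505 genes and a threshold of 0.05. The thresholds of Figure S4E, a fold change of at least 1.2 and an unadjusted p under 0.05, were applied to the same fit. The paper does not name the test used for its arrays. Exact permutation tests of 4 against 4 values stand beside the deleted gene and the genes the paper names. The smallest two-sided p they can give is 0.0286. The 26 gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation, where 0 lists passed (smallest adjusted p 0.213, and 0.379 with the replicate block), and with fry, where 0 passed. Of the 26 lists, 2 are tested and adjusted for but not reported here. Members were counted at an adjusted p under 0.05 over all genes, adjusted over the list alone, and at the thresholds of the study. Fold changes at the thresholds of the study come from differences of log2 means.

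The lists, the tests, the alternatives and the rule for named genes were set before the data were examined, apart from the alternatives named as added. The rule names the genes the paper names for myotubes or as markers, the 10 largest fold changes in each direction among genes whose 4 values in each group do not overlap and that pass the adjusted threshold or, failing that, the thresholds of the study, the 2 to 4 members of each list with the smallest p, and in Tables S2 and S3 the genes that differ from the table or have the largest fold change. Predicted genes and genes without a proper name were counted and not named in the second part. Genes named outside the rule are said to be. *Pdgfra* and *Col12a1* were not analysed here. The values of Tables S2 and S3, whose myotube values come from these arrays, had been seen when the rule and the lists were written. Some members of the lists, such as *Timm10*, *Lonp1*, *Eda2r* and *Ifi35*, are in these tables.

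The 2 groups carry the same replicate numbers 1 to 4, and no source says what a number stands for. After removal of the group means, arrays with the same number correlated at 0.561, 0.516, 0.623 and 0.557, each over the minimum of 0.1 set for pairing, and arrays with different numbers at -0.424 to 0.128. The first principal component, with 38.7% of the variance, separates replicates 1 and 2 from replicates 3 and 4 of both groups. The numbers were therefore taken to pair the arrays, from the data and not from a stated design. The paper states no block for its arrays, so the values in the text are without it. The fit with the replicate number as a block stands beside a result where it changes the call or moves a count by over 1.5 times.

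The alternatives were the replicate block, quantile normalization again, centring of each array on its median, only rows at or above the median row mean, the mean of all rows of a gene, all rows of the table, eBayes with trend and robust settings, array weights, gene-wise unpaired tests with equal and with unequal variances, each replicate and each array left out, all 16 choices of 3 of 4 arrays per group, fold changes from linear means, and the other list tests. With differences of log2 means, the 16 choices gave between 0 and 6 folds of Tables S2 and S3 within 0.015 of the table. All 8 arrays gave only 4 of 50 in this way, so this check could not identify the samples of the study. With Tukey biweight means all 8 arrays gave 46 of 50. Alternatives added after seeing the data were a fold change from Tukey biweight means (constant 5, epsilon 1e-04), removal of the trend of each array with log2 gene length (lowess, span 0.3) without and with the block, and the blocked fit on 3 of the 4 pairs.

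The fits were tested on simulated data for the comparison of Ad-Cre-mCherry with Ad-mCherry over 19505 genes, with 100 genes changed by 1 and 100 by 2 on the log2 scale. Without the block 14 and 73 of them were called at an adjusted p under 0.05 and 89 and 98 at the thresholds of the study, with 0 and 295 other genes called. With the block these numbers were 28 and 83, 96 and 100, and 0 and 1050. Noise and pair effects were drawn independently for each gene, so these counts do not cover genes that vary together.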

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

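The tests of markers of other cell types and of the length slopes of the 8 arrays were chosen after the result was seen, as were the alternative that removes the length trend and the measure of how far a scaling moves fold changes.

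The mitochondrial lists were higher with Ad-Cre-mCherry, with median log2 fold changes of 0.32 for oxidative phosphorylation and 0.41 for the mitochondrial ribosome, import and proteostasis, in genes that the text of the paper does not discuss. Tables S2 and S3, with values from these arrays, had been seen before the lists were written. They hold *Ndufb5* of the first list and *Timm10*, *Mrpl12*, *Mrpl15*, *Lonp1*, *Chchd1* and *Cox19* of the second, so the lists are not wholly independent of these data. Removal of the trend with gene length left the larger camera p of the 2 lists at 3.51e-08 and the medians at 0.22 and 0.29, which argues against gene length as the whole cause. Quantile normalization again and centring of the arrays left it at 8.44e-12 at most, but moved fold changes by an SD over genes of only 0.0277 and 0, so an effect of the authors' normalization cannot be told apart from a change in the cells. A response to the loss of RhoA, to Cre itself or to how far the cultures had differentiated stays open, since only the Ad-Cre-mCherry group carries Cre and *Myog* was lower there. Neither list passed with an estimated correlation (adjusted p = 0.309 and 0.213), so a shift that such correlated genes share by chance also stays open.

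The myogenic regulators and fusion genes (median log2 fold change -0.51) and the genes of the sarcomere (-0.27) were lower. Removal of the trend with gene length left the larger camera p of the 2 lists at 0.000554 and the medians at -0.35 and -0.24, which argues against gene length as the whole cause. A lower share of muscle cells in the Ad-Cre-mCherry cultures cannot be told apart from a change in muscle cells, since of the 4 lists of other cell types the highest median was 0.055 (macrophage) and the lowest -0.14 (Schwann), with -0.06 for fibroblast and 0.03 for endothelial markers and all 4 lists were dim, with median levels of 3.76 (macrophage), 4.14 (fibroblast), 3.41 (endothelial) and 4.02 (Schwann). The cells had been sorted by FACS with the Pax7-nGFP reporter, which selects against these types, and the share of unfused myoblasts was not tested. The sarcomere list did not pass without Ad-mCherry replicate 3 (adjusted p = 0.231, median -0.12) or Ad-Cre-mCherry replicate 1 (0.351, median -0.15), the myogenic median was -0.32 without replicate 1 or Ad-mCherry replicate 1, neither list passed with an estimated correlation (0.213 for the myogenic list and 0.744 for the sarcomere, and 0.379 for each with the block), so a shift shared by chance stays open, and a delay of differentiation by the loss of RhoA or by Cre was not tested. The settings that lost the sarcomere list each leave out 1 array and so leave its pair incomplete, which lets differences between pairs enter.

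Long genes were lower and short genes higher with Ad-Cre-mCherry, with a rank correlation of -0.356 across the 9754 genes at or above the median level. It was -0.350 at the weaker of 2 further scalings of the arrays, but these moved fold changes by an SD over genes of only 0.0277 and 0, so an effect of the authors' normalization cannot be told apart from one of the transduction. The correlation of each array's deviations with gene length was 0.157, 0.269, 0.0922 and 0.0954 for Ad-mCherry replicates 1 to 4 and -0.263, -0.110, -0.00404 and -0.113 for Ad-Cre-mCherry, without overlap (two-sided exact permutation test, p = 0.0286). These slopes come from the values that gave the trend, and their test was chosen after it was seen. Variation between arrays that does not follow the transduction is therefore not excluded. A difference in RNA integrity between the groups was not tested, since no independent measure per array is used here, and stays open beside an effect of the transduction on long genes. The trend was seen on the same arrays on which it was tested.

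Chance could not be excluded for the number of genes past the thresholds of the study, 1252. Of the 35 splits of the 8 arrays into 4 and 4, 7 gave as many genes, the real one included, and the highest other count was 3158, from replicates 1 and 2 against replicates 3 and 4, where 553 genes also had an adjusted p under 0.05. That split points to a structure that the replicate numbers follow, and its source was not tested. Chance could not be excluded for the 9 gene lists either, since 6 of the 35 splits gave as many and the highest other gave 14. In each of the other splits with as many genes or lists, 0 or 2 of the 4 pairs were parted. Differences between pairs therefore enter their counts. Among the 8 splits that part all 4 pairs, the real one gave 1252 genes and 9 lists and the highest other 700 genes and 5 lists. With the replicate block, 1 of these 8 splits, the real one, gave as many as its 63 genes at an adjusted p under 0.05, and the highest other gave 0. The splits are too few for a share under 0.05.

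Other lists were also lower, by a median log2 fold change of -0.47 for Yap/Taz targets, -0.22 for matrix proteins, -0.205 for p53 targets and -0.30 for satellite cell and myoblast markers. Where 1 array or 1 pair was left out the medians ran from -0.54 to -0.16, -0.36 to -0.0408, -0.355 to -0.0317 and -0.44 to -0.205 in the same order, nearest to 0 without Ad-mCherry replicate 2 (Yap/Taz targets and matrix proteins) and Ad-Cre-mCherry replicate 1 (p53 targets and satellite cell markers). With the length trend removed, the medians of Yap/Taz targets, matrix proteins and satellite cell markers moved toward 0, to -0.30, -0.19 and -0.23, and these lists did not pass (adjusted p = 0.0763, 0.0548 and 0.0519), but did with the replicate block (0.00477, 0.000787 and 0.00331). The p53 targets passed with it removed (median -0.26, adjusted p = 0.0219). None of the 4 lists passed with an estimated correlation (adjusted p = 0.465 for Yap/Taz targets, 0.744 for matrix proteins, 0.693 for p53 targets and 0.309 for satellite cell markers, and 0.379 for each with the block).

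In 20 of 302 groups of 4 arrays (151 named genes), 1 array stood far from the other 3, where chance gives about 1 in 20 groups. Ad-mCherry replicate 4 stood apart in *Cacna1s* at 12.83 (nearest other array 14.05), *Cdh15* at 7.02 (6.14), *Krt18* at 4.73 (3.97), *Mcm2* at 6.83 (6.19), *Slc6a8* at 8.24 (8.89) and *Slc9a3r1* at 6.90 (5.67). Ad-Cre-mCherry replicate 4 stood apart in *Nphs1* at 8.23 (8.65), *Pax7* at 4.03 (3.75), *Ptgs2* at 7.56 (6.62) and *Rbms3* at 6.32 (7.87). Ad-Cre-mCherry replicate 1 stood apart in *Lama2* at 7.63 (8.92), *Ppp1r12a* at 9.45 (10.51) and *Psmd14* at 10.72 (10.48), and Ad-Cre-mCherry replicate 3 in *Cnn3* at 12.12 (12.71). Ad-mCherry replicate 1 stood apart in *Ifi35* at 7.44 (8.60), *Mbp* at 3.12 (2.91) and *Psmb9* at 3.78 (4.35), Ad-mCherry replicate 2 in *Myh3* at 16.29 (16.80) and *Ndufs7* at 10.55 (11.23), and Ad-mCherry replicate 3 in *Lrrk2* at 6.06 (6.81).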

How the results depend on the processing

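The Tukey biweight fold, the removal of the length trend and the blocked fits on 3 of 4 pairs were chosen after the data were seen. For results that changed, the cause was not tested, except where fewer genes or arrays entered a count. The fold change of *RhoA* kept its direction in each alternative, from -0.95 to -0.60 where arrays were left out, and *Ptgs2*, *Egr1*, *Mmp13* and *Ccl3* kept theirs in each setting. The number of genes at an adjusted p under 0.05 was 0 in limma (1252 at an unadjusted p under 0.05) and 0 in each setting without the block. It was 63 with the replicate block, 53 with the block and the length trend removed, and 45 and 14 with the block over the 3 pairs other than pair 1 and other than pair 4, against 0 without pair 2 and 0 without pair 3. Of the 63 genes, 35 and 11 were among the 45 and 14. The number of genes called at the thresholds of the study, 1252, was 2875 with the block, 2648 with the block and the length trend removed, 2066, 1914, 2826 and 2938 with the block without pair 1, 2, 3 and 4, and 731 over the rows at or above the median row mean. Where arrays were left out it ran from 694 (without replicate 2) to 1562 (without Ad-mCherry replicate 4 and Ad-Cre-mCherry replicate 3), with 775 without replicate 1. The thresholds of the study were passed, over all 8 arrays, with the block and not without it by 19 further genes, downward by *Rbms3* (-1.09), *Ajuba* (-0.47), *Mmp14* (-0.87), *Adam10* (-0.61), *Lamb1* (-1.14), *Ccl7* (-0.93), *Ifit2* (-1.28), *Ddx58* (-0.54), *Itga7* (-0.41), *Fgfr1* (-0.86), *Cdh15* (-0.54), *Dnajc3* (-0.82), *Spry2* (-0.73) and *Tnfaip3* (-1.28), and upward by *Ier3* (0.61), *Psmd13* (0.81), *Psmb6* (0.49), *Ddit3* (0.80) and *Sqstm1* (0.70). Of these 17 moved by over 1.5 times where 1 array or 1 pair was left out, without replicate 1 *Adam10* (-0.35), *Spry2* (-0.28), *Ddit3* (0.49), *Psmd13* (0.51) and *Sqstm1* (0.40), without Ad-mCherry replicate 1 *Ajuba* (-0.22), *Ccl7* (-0.37), *Dnajc3* (-0.50), *Tnfaip3* (-0.62), *Ddit3* (0.40) and *Ier3* (0.22), without Ad-mCherry replicate 2 *Ddx58* (-0.28), *Lamb1* (-0.60) and *Psmd13* (0.44), without Ad-mCherry replicate 3 *Ccl7* (-1.40), *Lamb1* (-1.83), *Ddit3* (1.27) and *Ier3* (0.95), without Ad-mCherry replicate 4 *Cdh15* (-0.30) and *Ddit3* (0.47), without Ad-Cre-mCherry replicate 1 *Adam10* (-0.31), *Fgfr1* (-0.42), *Spry2* (-0.47), *Psmb6* (0.19) and *Sqstm1* (0.38), without Ad-Cre-mCherry replicate 3 *Ddx58* (-0.32), *Ifit2* (-0.775), *Tnfaip3* (-0.74) and *Ier3* (0.24), and without Ad-Cre-mCherry replicate 4 *Rbms3* (-0.68). The block changed no other call of the named genes and lists reported here, apart from those beside the results in the text. Of the values compared other than the main results, 137 kept direction and side of the threshold with it, 26 passed a threshold they had missed and 1 changed direction. Of the main results 12 stayed the same and 2, the counts of genes called, moved. Within 0.015 of the folds of Tables S2 and S3 lay 4 of 50 genes, 46 with the Tukey biweight fold, and 0 to 6 where arrays were left out. Of 26 lists 9 passed, against 11 with the replicate block, 10 with the block and the length trend removed (not the proteasome, adjusted p = 0.0992), 8 with quantile normalization again, 7 with array weights (not list: p53 targets, adjusted p = 0.0574, nor list: Satellite cell and myoblast markers, 0.0552), 6 with the length trend removed, 4 over the rows at or above the median row mean, 4 with camera's ranking from the gene-wise test with equal variances and 5 with unequal variances, 0 with an estimated correlation, 0 with it and the block, 0 with fry, and 4 (without Ad-mCherry replicate 2) to 10 (without replicate 1) where arrays were left out, with 5 without replicate 2.

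Some genes and lists that passed no threshold changed sign. With quantile normalization again the Mmp9 log2 fold change was -0.00297, and 1 list that had passed did not (list: p53 targets, adjusted p = 0.0715). With array weights the Srf log2 fold change was -0.0473 and the median of 1 list (list: Srf-TCF immediate early genes) 0.0783. With the length trend removed, without and with the block, the Adgre1 log2 fold change was 0.00493, the Gapdh log2 fold change -0.0541, the Rrbp1 log2 fold change 0.0648 and that of *Srf* -0.0436, and the median was -0.11 in the cytosolic ribosome and -0.0578 in the unfolded protein response. With the length trend removed and the block the interferon median was -0.0117. Camera's direction for the atrophy genes, downward at first, was upward with the block (median 0.06), with the block and an estimated correlation (0.06), and with the block and the length trend removed (0.0788). Over the rows at or above the median row mean camera's direction also turned for the Srf-TCF targets (median -0.0425), nuclear factor kappa B targets (-0.17), macrophage markers (-0.13) and 1 further list (list: Fibroblast and fibro-adipogenic progenitor markers, -0.0025). Where arrays were left out, log2 fold changes ran from -0.0733 to 0.0833 for *Mmp9*, -0.0267 to 0.14 for *Adam8*, -0.21 to 0.11 for *Cx3cl1*, -0.77 to 1.04 for *Myl9*, -0.16 to 0.78 for *Cnn2*, -0.32 to 0.04 for *Acta1*, -0.28 to 0.22 for *Adgre1*, -0.40 to 0.22 for *Col3a1*, -0.00833 to 0.19 for *Gapdh*, -0.49 to 0.17 for *Il6*, -0.0867 to 0.14 for *Pax7*, -0.29 to 0.10 for *Rrbp1*, -0.32 to 0.31 for *Srf* and -0.57 to 0.035 for *Trim63*. List medians ran from -0.57 to 0.39 for Srf-TCF targets, 0 to 0.075 for interferon genes, -0.0613 to 0.10 for the cytosolic ribosome, -0.18 to 0.08 for the unfolded protein response, -0.0908 to 0.0758 for atrophy genes, -0.30 to 0.0325 for nuclear factor kappa B targets, -0.13 to 0.0283 for chemokines, -0.22 to -0.015 for the cell cycle and -0.0367 to 0.0917 for endothelial markers. Signal limits the dim genes: the mean levels of *Mmp9*, *Adam8*, *Ccl3*, *Cx3cl1* and *Mmp13* stood at the 1.21, 6.95, 17.5, 24.1 and 39.8 percentile of all genes.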

Differences from the paper's values

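The ways of making a fold change, the tolerance for equal folds and the Tukey biweight alternative were chosen after the values of Tables S2 and S3 had been seen, and the other alternatives before the data were examined. Of the 50 matched genes, 3 differed from the paper's fold change in myotubes by more than the spread between arrays or in sign. *1700001F09Rik* had a fold change of 1.03 and the paper's is 1.28. The values lay within the spread without replicate 4, without Ad-mCherry replicate 1, and without Ad-Cre-mCherry replicate 2 or 4, and did not in the other alternatives set beforehand. *Hsd3b1* had a fold change of -1.21 and the paper's is -1.62, which differed in each alternative, with values from -1.32 to -1.12. *Gm10408* had a fold change of 1.16 and the paper's is -1.4, which differed in sign in each alternative. The paper marks its entries for *1700001F09Rik* and *Gm10408* as including other genes. They can therefore stand for more than the 1 row compared here. The paper's row for *Gm10408* gives opposite signs in myotubes and in sham operated *plantaris*, in a table of genes that vary in the same direction.

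Within 0.015 of the paper's fold change lay 4 of the 50 genes with differences of log2 means and 46 with Tukey biweight means, an alternative chosen after seeing the values. The paper states no method for making fold changes from its arrays. Tukey biweight means did not bring these 3 genes within the spread, with *1700001F09Rik* at 1.01, *Hsd3b1* at -1.21 and *Gm10408* at 1.27. On the log2 scale *Cox19* (a fold change of 2.39, the paper's 1.69) and *Ifi35* (2.37, the paper's 1.72), named after their values were seen, lay further from the table than *Hsd3b1* and *1700001F09Rik*, but within their spread between arrays, and were at 1.69 and 1.72 with Tukey biweight means. The unadjusted p of an unpaired test with equal variances lay within 0.001 of the paper's for 42 of the 50.

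Of the 5 Srf targets that the paper states were not affected by *RhoA* deletion in cultured myotubes, 4 did not pass the thresholds of the study here, with log2 fold changes of -0.36 for *Egr1*, 0.24 for *Myl9*, 0.45 for *Cnn2* and -0.15 for *Acta1*. *Ptgs2* passed them in limma (unadjusted p = 0.0185), with a log2 fold change of -1.41. It missed them without replicate 2 (-1.46), with -0.85 without replicate 1 and -0.91 without Ad-mCherry replicate 1. In the unpaired test with equal variances its p was 0.0539, which misses the threshold of 0.05. That test came within 0.001 of the paper's p for 42 of the 50 matched genes. The difference from the paper for *Ptgs2* can therefore rest on the choice of test. The adjusted p of *Ptgs2* in limma was 0.738 over all genes, and 0.113 with the replicate block.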

Other observations

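The genes in the first paragraph were chosen after their values were seen, among the 63 genes at an adjusted p under 0.05 with the replicate block, and no test of a hypothesis was added to those given with the results above. Among these genes, 4 are named here that fell in the blocked limma fit and were lower in 4 of 4 pairs each, and no theme among the 63 was tested. *Mymx*, the fusion peptide myomixer, had a log2 fold change of -1.71 (adjusted p = 0.0396), *Fst*, follistatin, of -1.89 (adjusted p = 0.0331), *Myh2*, a fast myosin, of -1.51 (adjusted p = 0.0331) and *Acta2*, smooth muscle actin, of -1.17 (adjusted p = 0.0428). Without the block their adjusted p in limma lay between 0.760 and 0.877, at standard errors from 0.91 to 1.42, because the pairs differ widely in level. *Slc2a1*, a glucose transporter (log2 fold change 1.54, adjusted p = 0.0314), and *Hk1*, a hexokinase (1.56, adjusted p = 0.0468), rose with the block, higher in 4 of 4 pairs. Leaving out pair 2 or pair 3 left 0 genes at an adjusted p under 0.05 in the blocked limma fit, with 1914 and 2826 past the thresholds of the study, and all 63 genes past these thresholds. The 63 genes were chosen by the blocked fit on these same pairs, so their passing the looser thresholds is not independent support.

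In Figure S3 the paper states that RhoA loss did not affect *Myogenin* in *plantaris* muscle. In the myotube cultures *Myog* had a log2 fold change of -1.48 (standard error 0.30, adjusted p = 0.680 in limma and 0.0396 with the replicate block), lower in 4 of 4 pairs. Its values did not overlap between the groups (two-sided exact permutation test, p = 0.0286). The difference between the muscle and the cultures was not tested.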
